# A Large Fraction of Extragenic RNA Pol II Transcription Sites Overlap Enhancers

**DOI:** 10.1371/journal.pbio.1000384

**Published:** 2010-05-11

**Authors:** Francesca De Santa, Iros Barozzi, Flore Mietton, Serena Ghisletti, Sara Polletti, Betsabeh Khoramian Tusi, Heiko Muller, Jiannis Ragoussis, Chia-Lin Wei, Gioacchino Natoli

## Abstract

Mammalian genomes are pervasively transcribed outside mapped protein-coding genes. One class of extragenic transcription products is represented by long non-coding RNAs (lncRNAs), some of which result from Pol_II transcription of bona-fide RNA genes. Whether all lncRNAs described insofar are products of RNA genes, however, is still unclear. Here we have characterized transcription sites located outside protein-coding genes in a highly regulated response, macrophage activation by endotoxin. Using chromatin signatures, we could unambiguously classify extragenic Pol_II binding sites as belonging to either canonical RNA genes or transcribed enhancers. Unexpectedly, 70% of extragenic Pol_II peaks were associated with genomic regions with a canonical chromatin signature of enhancers. Enhancer-associated extragenic transcription was frequently adjacent to inducible inflammatory genes, was regulated in response to endotoxin stimulation, and generated very low abundance transcripts. Moreover, transcribed enhancers were under purifying selection and contained binding sites for inflammatory transcription factors, thus suggesting their functionality. These data demonstrate that a large fraction of extragenic Pol_II transcription sites can be ascribed to *cis*-regulatory genomic regions. Discrimination between lncRNAs generated by canonical RNA genes and products of transcribed enhancers will provide a framework for experimental approaches to lncRNAs and help complete the annotation of mammalian genomes.

## Abstract 2

A substantial fraction of extragenic Pol II transcription sites coincides with transcriptional enhancers, which may be relevant for functional annotation of mammalian genomes.

## Author Summary

Mammalian genomes contain vast intergenic regions that are extensively transcribed and generate various types of short and long non-coding RNAs (ncRNAs). Although in some cases specific functions have been assigned to intergenic transcripts, the functional significance of this transcriptional output remains largely unknown, and the possibility exists that part of this transcription reflects noise generated by random collisions of the transcriptional machinery with the genome to generate meaningless transcription. In this study we used chromatin signatures to characterize extragenic transcription sites targeted by RNA Polymerase II (RNA Pol II) in a highly regulated response—endotoxin activation of macrophages. We found that a significant portion of extragenic transcription sites are associated with the chromatin signature characteristic of enhancers. Consistent with their chromatin signature, we found that these extragenic transcription sites are under purifying selection and contain binding sites for inflammatory transcription factors, as well as for PU.1, a hematopoietic transcription factor that marks enhancers in macrophages. Moreover, much of this extragenic transcription is regulated by stimulation. We also identified hundreds of transcribed regions with a signature of canonical RNA genes. Our data indicate that extragenic transcription sites can be efficiently classified using chromatin signatures, which will be relevant for functional annotation of mammalian genomes.

## Introduction

A most striking finding of modern genomic biology has been the identification of a large amount of transcription that occurs outside mapped protein-coding genes and generates a heterogeneous spectrum of transcripts [1],[2], which may in principle exert broad regulatory or effector functions [3]–[5]. These data imply that the amount of information contained in the complex genomes of eukaryotes, and higher eukaryotes in particular, is much higher than the classical linear models of genomic organization can accommodate [6]. The abundance of non-coding transcription also generates novel conceptual and experimental challenges. Probably the most outstanding and urgent issues are (i) to define how many, and which, of the transcriptional events occurring outside protein-coding genes are functional and regulated (as opposed to those that represent noise) [7],[8]; (ii) to discriminate if functionality is conveyed by the transcript, by the act of transcription, or both; (iii) to classify functional transcription sites as canonical RNA genes or regulatory sequences undergoing transcription, like enhancers and locus control regions (LCRs), that in anecdotal cases were shown to be transcribed and to generate ncRNAs [9]–[13].

Regarding functionality, the two extreme views are that most of this extragenic non-coding transcription merely represents noise, namely the consequence of unscheduled but productive collisions of RNA polymerases with random genomic regions, and that most of the products of non-coding transcription are functional RNA molecules exerting downstream functions [3],[7]. Examples of transcriptional noise may be represented both by the recently described “ripples” of transcription extending from one protein coding-gene into the adjacent genomic regions [14] and by the spurious intragenic transcription initiation events, which in yeast seem to be actively suppressed [15]. In several cases, including the Xist, Air, and Kcnq1ot1 ncRNAs [12],[16]–[23], specific functions have been ascribed to selected lncRNAs on the basis of loss- or gain-of-function experiments. Evidence for functionality of lncRNAs as a class also stems from evolutionary analyses indicating that purifying selection has acted on both the promoters and the internal sequences of lncRNA genes to eliminate nucleotide substitutions, insertions and deletions [3],[8],[24],[25]. Two aspects of these evolutionary signatures of functionality deserve a more detailed analysis. First, the overall level of conservation, albeit significant, is comparatively low, with point mutations occurring with a frequency about 10-fold higher in lncRNA sequences as compared to protein-coding genes, although lncRNA splice sites tend to be conserved [24],[25]. Second, conservation was found to be much higher at promoters than within the transcript sequences [24],[26], which may indicate either the stronger sequence constraints of regulatory regions as compared to the ncRNA products or that at least in some cases the target of purifying selection may be represented by the act of transcription rather than by its products.

The concept that transcription has roles other than generating functional products mainly stems from the analysis of *cis*-regulatory elements like LCRs and enhancers. Unidirectional transcription of the β-globin LCR by RNA Pol_II [9] is required to generate and maintain an open chromatin domain [10]. Similarly, the switch of polycomb group response elements (PRE) from a repressed to an activated state in *Drosophila* requires intergenic transcription through the PRE, indicating that in some cases transcription may provide an anti-silencing mechanism [27]. Additional examples of non-coding transcription correlating with (and causing) locus activation were described in the LCR of the major histocompatibility complex II locus [28], in the T cell receptor locus [11], and upstream of the lysozyme gene in activated macrophages [13]. Non-coding transcription occurring close to protein-coding genes also has the potential to cause gene repression. Transcription of the non-coding gene *SRG1* through the promoter of *SER3* in yeast interferes with binding of transcription factors and subsequent activation, thus providing a paradigmatic example of transcriptional interference mediated by non-coding transcription [29]. Similarly, the *Ubx* gene in *Drosophila* is repressed by non-coding transcription elongating from the upstream *bxd* locus, which results in complementary and non-overlapping patterns of expression of *Ubx* mRNA and *bxd* ncRNAs [30]. In some (but not all) cases described above, formal evidence was provided that the act of transcription *per se* (rather than the transcripts) mediates downstream effects. For instance, intergenic transcription extending in the yeast *PHO5* promoter is required for nucleosome eviction and gene activation; however, increasing the level of the unstable lncRNA generated in this region didn't affect gene activation [31]. In other cases the lncRNA generated by extragenic transcription was found to impart regulation. For instance, nascent ncRNAs were shown to act as platforms for the recruitment of an RNA-binding transcriptional regulator upstream of the *CCND1* gene [20], and the Evf2 ncRNA (derived from an ultraconserved regulatory region) was shown to act in *trans* to coactivate the homeodomain TF Dlx-2 [12].

Mechanistically, transcriptional elongation causes a broad spectrum of effects to the underlying chromatin template, including chromatin remodeling, nucleosome eviction, and changes in the acetylation and methylation state of histone tails [32],[33], effects that are all due to the association of multiple enzymatic activities with the elongating Pol_II complex [34],[35]. Direct biochemical and genetic evidence supporting this type of mechanism comes from a recent time-resolved analysis in *S. Pombe*: transiently inducible non-coding Pol_II transcription upstream of the *fbp1* locus caused a wave of chromatin remodeling preceding, and required for, binding of activating transcription factors to cognate sites in the *fbp1* promoter [36]. However, the possible role of the nascent, very low abundance ncRNAs generated by transcription upstream of *fbp1* was not directly addressed.

In spite of all these observations, it is still unclear to what extent each of these reports represents an anecdotal description of uncommon gene regulatory mechanisms or conversely a paradigmatic example of a more general contribution of non-coding transcription to gene control. Moreover, the extent to which transcription occurring outside protein-coding genes indicates underlying RNA genes rather than Pol_II elongation along distant *cis*-regulatory regions (like enhancers and LCRs) is completely unknown.

Here we took advantage of a dataset of extragenic Pol_II sites in a model of highly regulated gene expression (endotoxin-stimulated primary macrophages). Using chromatin signatures we discriminated between transcribed enhancers and transcription start sites (TSS) of RNA genes. Remarkably, 70% of extragenic transcription sites (which were frequently up- or down-regulated by endotoxin stimulation) corresponded to genomic regions with an enhancer-type chromatin signature. These Pol_II peaks overlapped with annotated lncRNAs, were associated with binding sites for inflammatory transcription factors, and displayed enhancer activity in reporter assays. We also identified about 700 extragenic Pol_II clusters with a typical signature of active TSS and highly enriched for CpG islands, thus likely representing the 5′ end of bona fide RNA-coding genes. Overall, enhancers overlap a sizeable fraction of extragenic transcription sites in higher eukaryotes.

## Results

### Regulated Extragenic Transcription Upstream of LPS-Inducible Genes

We first determined the genomic distribution of RNA Pol_II in unstimulated and activated mouse macrophages (stimulated for 2 h with LPS in the presence of gamma interferon, γIFN). These ChIP-Sequencing datasets (described in [37]) were generated with an antibody recognizing all isoforms of the large RNA Pol_II subunit, Rbp1, irrespective of their phosphorylation state. Therefore, they provide a snapshot of global Pol_II distribution over the mouse genome.

We first browsed genomic regions containing genes regulated by LPS stimulation, like cytokine and chemokine genes, to identify sites of extragenic transcription. Figure 1A shows an example of extragenic Pol_II sites induced by LPS stimulation and located upstream of the inflammatory chemokine gene Ccl5. Upstream Pol_II peaks are extremely broad, covering about 20 kb of extragenic sequence with no annotation of known or predicted exons; moreover their height is much lower than that found inside the coding region. Upstream Pol_II signals do not seem to be continuous (with three or four distinct clusters) and stop just upstream of the Ccl5 TSS. Upstream of another chemokine gene, Cxcl11 (Figure S1), two discrete inducible peaks can be observed, covering an area of about 10 kb. Although these peaks overlap a gene (Art3) that extends in antisense orientation over Cxcl11 (and the closely spaced Cxcl10), they cannot be ascribed to the activity of Art3, which is very poor in these cells (as indicated by the very small amount of Pol_II loaded on its TSS). Intergenic Pol_II (with no continuity with the Pol_II signals tracking from the 3′ of Cxcl11) can also be detected in the space separating the 3′ of Cxcl11 from the 5′ of Cxcl10. Other examples are shown in Figure S1.

**Figure 1:**
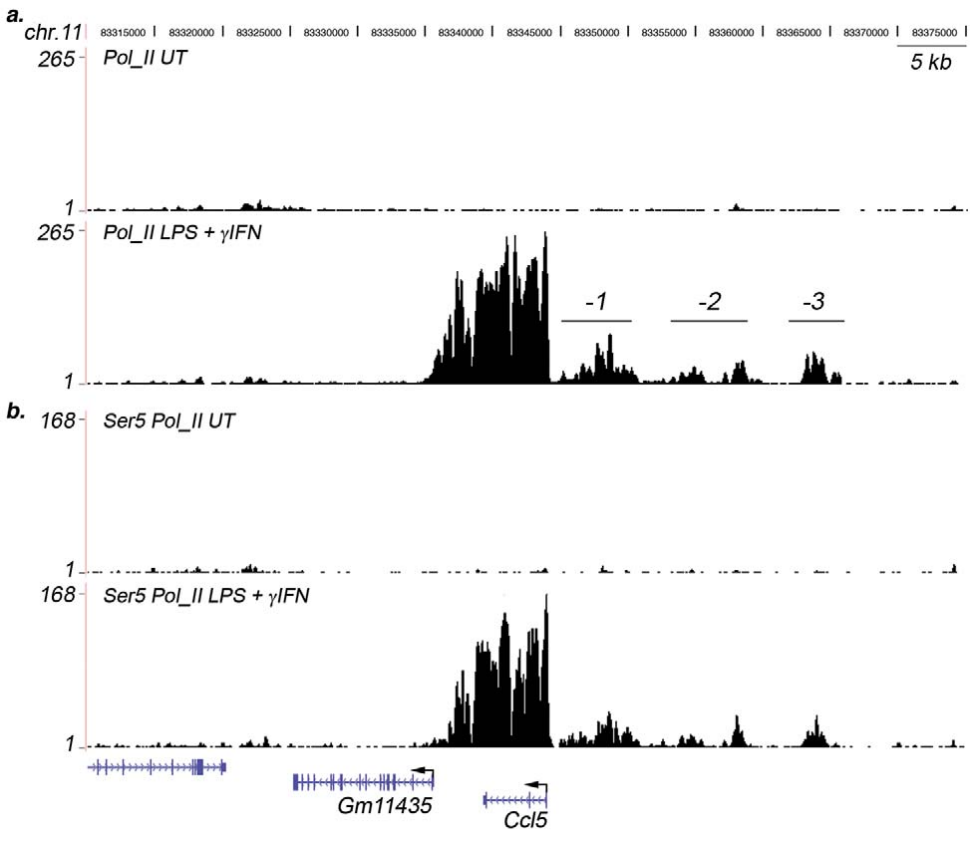
Sites of regulated extragenic transcription upstream of LPS-inducible genes. (A) Pol_II ChIP-Seq data from unstimulated and LPS+γIFN-stimulated macrophages at the Ccl5 gene and surrounding genomic regions. The extragenic Pol_II peaks (indicated as *−1*, *−2*, and *−3*) and the genomic annotations (mm9) are shown. The *y*-axis indicates the number of ChIP-Seq tags. (B) Phosphorylated Ser5 Pol_II ChIP-Seq data at the same genomic region. UT, untreated macrophages.

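Ser5-phosphorylated Pol_II was mapped by ChIP-Seq, which sequences the DNA that an antibody pulls down from cross-linked chromatin, in macrophages grown from mouse bone marrow. There were 2 Ser5 libraries, 1 from untreated cells and 1 from cells treated for 2 h with 10 ng/ml LPS (lipopolysaccharide, a component of the outer membrane of Gram-negative bacteria that activates macrophages), and 1 library of input DNA, chromatin sequenced without immunoprecipitation, from untreated cells. Each condition had a single library, so no difference between conditions has a replicate check and no test was run. None of the 95% intervals given for these data includes variation between libraries. Those of tag counts and their ratios cover counting error only, and those of shares and medians treat clusters or peaks as independent draws. For the stimulated library the sample labels, the text, Table S6 and Text S1 name LPS alone, while the label in Fig. 1B names LPS with γIFN. The authors trimmed the 3′ end of the 76-base reads, aligned them to the mm9 genome with Bowtie, keeping those that mapped to 1 place with at most 2 mismatches, and called peaks in each Ser5 library against input DNA with MACS at a p-value threshold of 1e-05.

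The aligned tags numbered 7624549 for untreated Ser5, 6259018 for Ser5 after LPS and 7547185 for input DNA, of which 7616771, 6249819 and 7533308 lay on chromosomes 1 to 19 and X. The tags were 45, 30 and 36 bases long, respectively, and the number of distinct positions and strands came to 84.5%, 81.4% and 82.7% of the number of tags. From these tags and the peaks as the authors called them, tags were counted by their 5′ end and expressed as TPM (here tags, not transcripts, relative to all tags of the library on chromosomes 1 to 19 and X), duplicate tags included. The total Pol_II classes used with them (constitutive and induced) are those the paper defined in untreated and LPS+γIFN-treated cells, so the Ser5 library after LPS alone does not share their stimulus. Shorter tags are more often lost in repeated sequence, and scaling to all tags assumes that the same share of each library is background.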

To determine if Pol_II is actively transcribing these extragenic regions, we also generated ChIP-Seq datasets using an antibody specific for an elongating Pol_II isoform (phosphorylated at Ser5 of the carboxy-terminal domain of Rbp1) [38]. Ser5 profiles confirmed that Pol_II binding upstream of Ccl5 reflects active transcription (Figure 1B).

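The Ccl5 transcript lies on the minus strand of chromosome 11 from 83339340 to 83343991 (mm9), and the 4 total Pol_II clusters that Table S4 lists upstream of it lie outside any gene of the GENCODE M1 annotation. Over the transcript, 24 Ser5 tags were found in untreated cells and 7622 after LPS, or 0.677 TPM per kb (exact Poisson interval 0.434 to 1.01) against 262 (256 to 268). The ratio of LPS to untreated was 387 (260 to 604). When identical tags were counted once it was 234, the largest shift of this ratio under the alternatives tried. Peak-1 of Fig. 1A is the cluster from 83344984 to 83350793, whose midpoint lies 3868 bp upstream of the Ccl5 TSS at 83344020. It held 28 Ser5 tags in untreated cells and 618 after LPS, a ratio of 26.9 (18.4 to 40.8). Peak-2 corresponds to a pair of clusters. The proximal one, from 83353152 to 83355666 and centred 10389 bp upstream, held 14 and 118 tags (ratio 10.3, 5.89 to 19.4), and the distal one, from 83357054 to 83359223 and centred 14118 bp upstream, held 12 and 176 tags (ratio 17.9, 9.98 to 35.3). Peak-3, from 83362867 to 83365777 and centred 20302 bp upstream, rose from 14 to 226 tags, a ratio of 19.7 (11.5 to 36.6). The intervals of the 4 upstream ratios overlap one another, and the ratio at the transcript lies above all of them.

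In untreated cells the Ser5 density over the upstream clusters was between 0.632 and 0.731 TPM per kb, and the input had between 0.821 and 1.32. The order depended on the scaling. With tags scaled to those outside the peaks of both libraries, Ser5 at the 4 clusters was between 1.05 and 1.46 times the input, with intervals that include 1. After LPS the upstream clusters had between 7.51 and 17.0 TPM per kb, far below the transcript. The deposited lists contain 0 Ser5 peaks between 83339340 and 83365777 in untreated cells and 11 after LPS. The amplicons used for RT-PCR in Fig. 2A, placed by matching the primers of Table S9 to the genome, lie inside these clusters: P-1 at 83348602 to 83348746, P-2 at 83358141 to 83358244 and P-3 at 83363720 to 83363919.

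**Figure D1:**
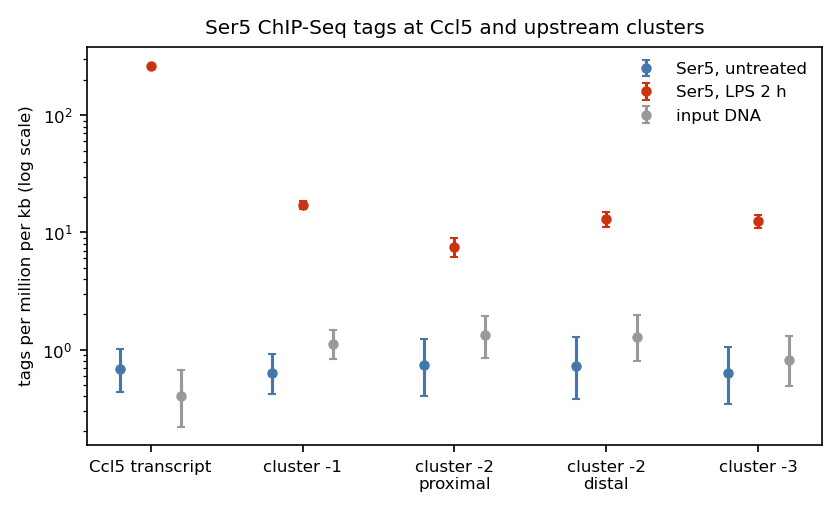
Ser5 ChIP-Seq and input TPM per kb (log scale) over the Ccl5 transcript and the 4 upstream clusters. Points are single libraries and bars are exact Poisson 95% intervals; after LPS every region lies above untreated Ser5 and input, from 7.51 at the proximal part of peak-2 to 262 over the transcript.

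**Figure D2:**
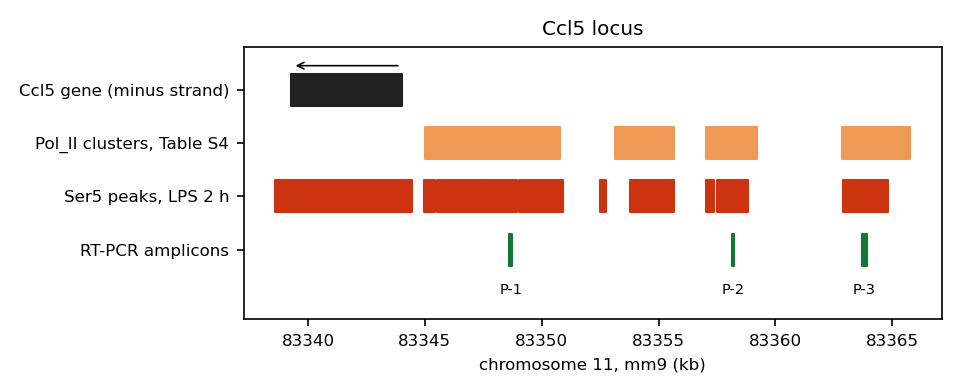
Map of the Ccl5 locus on chromosome 11 (mm9, kb), with the annotated gene and its direction of transcription, the total Pol_II clusters of Table S4, the 11 Ser5 peaks called after LPS and the RT-PCR amplicons. Untreated cells had 0 Ser5 peaks in the interval, so that row is absent.

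The paper reasons that the antibody recognizes an elongating Pol_II isoform, and from the Ser5 profiles at this locus it concludes that the Pol_II bound upstream of Ccl5 is transcribing.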

### Upstream Extragenic Transcription Frequently Precedes the Induction of the Adjacent Coding Gene

To start characterizing the properties of the extragenic transcription described above, we first analyzed kinetics of induction of the corresponding ncRNA relative to that of the downstream coding gene. We carried out quantitative RT-PCR with primers designed in regions contained within the extragenic Pol_II peaks. In the case of Ccl5 we explored the three regions of extragenic transcription (named −*1*, −*2*, and −*3*) indicated in Figure 1A. Importantly, the Q-PCR primers were designed at a fixed distance in order to generate products of 200 nucleotides. Therefore, a positive signal implies the existence of RNA species of at least 200 nt. The kinetics of activation of these regions, as evaluated by the behavior of the corresponding transcripts (Figure 2A), were very similar with each other, appearing already at 30′ after stimulation and reaching maximal levels between 60 and 90 min. At Cxcl11 the two upstream transcripts tested appeared even faster, peaking between 30 and 60 min, to be then rapidly downregulated (Figure 2B). In both cases, however, kinetics of induction of upstream extragenic transcription preceded the appearance of the mature mRNA generated from the downstream coding genes, a concept also supported by the analysis of the nascent transcripts (Figure S2). Moreover, extragenic transcription was downregulated when the coding gene reached its maximal level of expression, a result particularly obvious at Cxcl11. This type of behavior was not specific to these two genes, as it could be detected at several other genes associated with inducible upstream extragenic transcription (Figure 2C). Therefore, extragenic transcription associated with inducible gene expression at these loci displays a clear temporal pattern in which upstream (presumably non-coding) transcription precedes the induction of the downstream protein-coding gene. This kinetic behavior is reminiscent of the relative temporal profiles of non-coding versus coding transcription observed in other systems. At the *fbp1* gene in *S.Pombe*, a rapidly induced, low-level upstream transcription (which is required for chromatin opening at the locus) precedes downstream gene activation and is turned off when the gene is activated [36].

**Figure 2:**
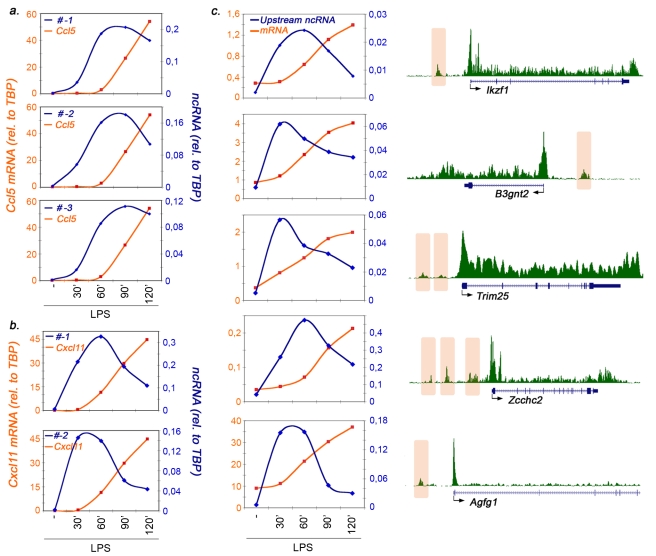
Inducible upstream extragenic transcription frequently precedes the activation of the adjacent protein-coding gene. Kinetics of induction of Ccl5 (A) and Cxcl11 (B) mRNAs relative to those of the upstream extragenic transcripts. Extragenic Ccl5 transcripts (#*−1*, *−2*, and *−3*) correspond to the Pol_II peaks shown in Figure 1. Cxcl11 transcripts #−1 and #−2 correspond to the regions in Figure S1A. Cells were stimulated with LPS+γIFN as indicated. *y*-axes indicate mRNA (left) or ncRNA (right) levels relative to those of a housekeeping gene (TBP). (C) Kinetics of mRNA induction of a panel of protein-coding genes together with the associated extragenic transcripts. The corresponding Pol_II ChIP_seq data (2h LPS+γIFN stimulation) are shown on the right. Shaded areas indicate the extragenic Pol_II peaks. For Trim25 and Zcchc2, amplicons correspond to the Pol_II peak closest to the 5′ of the gene.

Importantly, all the ncRNAs we detected in this analysis accumulated at very low levels, usually hundreds of folds less than the adjacent coding genes. This may reflect the combination of a low transcription rate (indicated by both the low intensity of both the Pol_II peaks and the nascent transcripts shown in Figure S2) and a high instability of the final product (see below).

### Inducible Upstream Extragenic Transcripts Are Strand-Specific, Poly-Adenylated, Unspliced, and Very Unstable Nuclear Species

Detailed structural characterization of these inducible extragenic transcripts is hindered by their very low abundance. Priming the reverse reaction with oligo-dT indicates that transcripts generated upstream of Ccl5 are poly-adenylated (Figure 3A). Moreover, they can be detected exclusively in the nuclear compartment (Figure 3B). Priming the cDNA synthesis with antisense primers located upstream of the 5′ of Ccl5 showed that upstream transcription generates long unspliced RNAs extending for a few kilobases (Figure 3C). However, using the same cDNAs we couldn't obtain Q-PCR signals in peaks further upstream (indicated as −2 and −3 in Figure 1A) (unpublished data). cDNAs primed by multiple oligonucleotides on the opposite strand didn't generate any Q-PCR product (unpublished data), indicating that transcription is strand-specific, occurring on the upper strand toward Ccl5, and as such unlikely to reflect random transcriptional events occurring at open chromatin.

**Figure 3:**
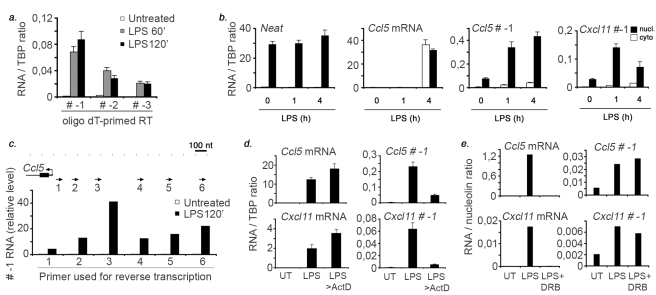
Characterization of the extragenic transcripts generated upstream of LPS-inducible genes. (A) Polyadenylation of extragenic Ccl5 transcripts. Total RNA was reverse-transcribed using oligo-dT primers. cDNA was then amplified with primers corresponding to regions *−1*, *−2*, and *−3* upstream of Ccl5 (as in Figure 1). (B) Upstream extragenic transcripts are nuclear RNAs. Macrophages were fractionated before RNA extraction. RNA from the cytoplasmic and nuclear fractions was then reverse transcribed and amplified with the indicated primers. Neat1 is a nuclear non-coding RNA that was used as a control of the fractionation procedure. (C) Extragenic transcription upstream of Ccl5 generates long unspliced transcripts. RNA was reverse transcribed using antisense primers in the region just upstream of Ccl5 TSS, as indicated. cDNA was then PCR-amplified using primers in the extragenic region *−1* (as in Figure 1A). (D) Extragenic Ccl5 and Cxcl11 transcripts are very unstable. Cells were stimulated with LPS for 2 h, followed by a 30 min actinomycinD (5 µg/ml) chase. mRNAs for Ccl5 and Cxcl11 and the corresponding extragenic transcripts were measured by quantitative PCR. UT, untreated. (E) DRB insensitivity of extragenic Ccl5 and Cxcl11 transcripts. Macrophages were stimulated with LPS for 2 h in the presence or absence of DRB (50 µg/ml), as indicated. UT, untreated.

Finally we measured the stability of these transcripts using an actinomycinD chase. In comparison to both the mRNAs generated by the associated protein-coding genes and some known lncRNAs (like Xist and Neat), the upstream non-coding transcripts were very unstable, being reduced by 80% to 90% after a 30 min actinomycinD treatment (indicating a half-life lower than 7.5 min) (Figure 3D and Figure S3). High instability of a subset of lncRNAs both in yeast and mammals mainly depends on degradation by the nuclear exosome [39],[40] and often results in the generation of more stable short RNA products [41], which in principle might be responsible for downstream functional effects.

Another interesting property of some of the upstream transcripts is that, unlike mRNAs, they are poorly sensitive to DRB treatment (Figure 3E). DRB is an inhibitor of Cdk9, the catalytic subunit of the elongation factor pTEFb [42]. Cdk9 acts on multiple substrates to promote Pol_II entry into the elongation phase and cotranscriptional mRNA processing. The previous finding that up to 40% of nuclear RNA synthesis is unaffected by DRB treatment, as opposed to the 95% reduction of cytoplasmic polyadenylated transcripts [43], may indirectly suggest that at least part of extragenic transcription is subjected to control mechanisms different from those acting at protein coding genes, and specifically that P-TEFb may not be required for Pol_II activity at some of these regions.

### Genome-Wide Annotation of Extragenic Pol_II Transcription Sites

Browsing through the data indicated some major challenges towards a systematic and correct identification of extragenic Pol_II peaks. The most obvious one was represented by the extension of elongating Pol_II molecules several kilobases beyond the end of annotated protein coding genes, namely in regions that by definition are extragenic. This is most likely due to the lack of specific and strong termination signals for RNA Pol_II. Moreover, alternative TSSs located upstream of the annotated ones contribute to create ambiguity in extragenic Pol_II peak annotation. To systematically annotate sites of extragenic transcription, we first filtered out all Pol_II signals overlapping UCSC known genes as well as peaks within 10 kb from the 3′ end of annotated genes (which after several tests proved to be an optimal length to eliminate most signals due to Pol_II tracking from the upstream gene). It is important to stress that because of this design, our analysis does not take into account gene boundaries, which represent a major source of long and short non-coding RNAs [40],[41],[44]–[47].

The initial list was eventually curated for additional filtering (mainly to eliminate Pol_II signals showing continuity with upstream genes), leading to 4,588 high-confidence extragenic Pol_II peaks. Using a statistical approach for ChIP-Seq data analysis [48] we classified these peaks as constitutive (895), inducible (1,482), or repressed (2,211) in response to stimulation (Figure 4A and Table S1).

**Figure 4:**
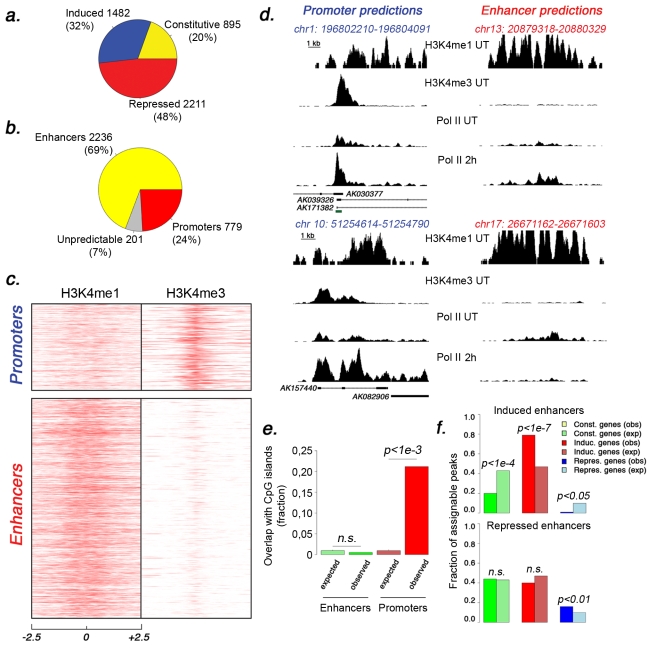
Identification of enhancer-associated and promoter-associated extragenic Pol_II transcription sites. (A) Pie chart showing the three groups of extragenic Pol_II peaks (classified on the basis of Pol_II changes after stimulation) in untreated and LPS+γIFN-treated macrophages. Numbers refer to Pol_II peaks before SVM classification, clusterization, and filtering against Ensembl protein-coding genes. (B) The pie chart shows the results of the machine-learning approach used to classify extragenic Pol_II clusters as belonging to promoters or enhancers. Numbers refer to Pol_II peaks after clusterization and filtering against Ensembl protein-coding genes. (C) Enhancer and promoter predictions. Regions of extragenic Pol_II transcription were classified as enhancers or promoters/TSSs using a machine-learning algorithm recognizing alternative H3K4me3/H3K4me1 patterns. Each line represents a 5 kb region centered around the summit of a Pol_II peak (±2.5 kb). Peaks are shown from chromosome 1 (top) to chromosome X (bottom). (D) Examples of predicted promoters and enhancers. ChIP-Seq profiles at regions containing representative extragenic transcription sites belonging to the two groups are shown. The coordinates indicate the position of the Pol_II peak. The green square indicates a CpG island. (E) Association of predicted enhancers and promoters with CpG islands. Expected and observed fractions are shown. (F) Correlation between LPS-induced Pol_II changes at predicted transcribed enhancers and at the neighboring protein-coding gene. Inducible enhancers (upper panel) and repressed enhancers (lower panel) are shown. Observed (obs) and expected (exp) fractions for each group of genes (constitutive, repressed, and inducible genes) are shown together with the respective *p* value (the *p* value may refer to either an over- or an under-representation). Expected fractions were calculated on the basis of the relative frequency of each group (constitutive, induced, repressed genes) with respect to all Pol_II positive genes. n.s., non-significant.

### Classification of Extragenic Pol_II Sites Based on Chromatin Signatures

Chromatin signatures generated by specific combinations of post-translational modifications of core histone tails are powerful and sensitive indicators of functionality [49]–[51]. A simple, yet informative combination of modifications includes the mono-methylation of H3K4 (H3K4me1) and the tri-methylation of the same residue (H3K4me3). TSSs of genes that are either active or poised for activity are characterized by high levels of H3K4me3 (peaking just downstream of the TSS and confined to a few nucleosomes), flanked on both sides by regions enriched for H3K4me1. Conversely, enhancers display high levels of H3K4me1, usually distributed over several kilobases, associated with low or no H3K4me3 (H3K4me1^hi^/H3K4me3^lo^ domains) [52],[53]. Enhancers are also frequently bound by the histone acetyltransferase p300 [52].

In order to assign the extragenic Pol_II clusters in our dataset to either TSSs of lncRNA genes or to enhancers, we used a machine-learning algorithm (Text S1). The algorithm was instructed to discriminate enhancers from promoters using the H3K4me3/H3K4me1 chromatin profiles at 556 informative (unambiguous) extragenic p300 peaks (described in [54]) and the H3K4me3/H3K4me1 profiles at an identical number of promoters/TSSs with a broad range of Pol_II levels. This approach was validated by multiple tests (see Text S1) including its ability to properly classify ChIP-Seq peaks of the macrophage TF PU.1, which we found to be strongly but not exclusively enriched in enhancers [54]: PU.1 peaks that were classified as promoters/TSSs using this algorithm overlapped annotated TSSs of UCSC known genes in 67% of cases, while PU.1 peaks classified as enhancers overlapped annotated TSS only in 7% of cases (and in most cases visual inspection confirmed that these TSS did not show a typical signature of promoters).

### A Large Fraction of Extragenic Pol_II Activity Occurs at Enhancers

We thus applied this machine-learning algorithm to the dataset of 4,588 extragenic Pol_II peaks described above. We found that 3,227/4,588 peaks were contained in regions with a chromatin signature of enhancers, 1,004 were in regions with a signature of active or poised TSSs, while 357 were associated with regions with a non-predictive signature. Peaks were then clustered (see Methods) and then filtered against Ensembl protein coding genes to definitively discard regions with protein-coding potential. The final dataset consisted of 3,216 Pol_II clusters, including 2,236 enhancers (69%), 779 promoters (24%), and 201 unpredictable regions (7%) (Figure 4B and Table S4). Chromatin signatures at the enhancer and promoter groups are shown in Figure 4C, and examples of predicted enhancers and promoters associated with extragenic Pol_II clusters are shown in Figure 4D. The chromatin signature at the region upstream of Ccl5 is also compatible with its enhancer activity (Figure S4). If these predictions are correct, an obvious expectation is that the group associated with the promoter/TSS signature should be enriched for CpG islands. This was indeed the case: 165/779 promoters (21.2%) were associated with an underlying CpG island (*p*<1e-3) as compared to only 11/2,236 enhancer clusters (0.5%, which is similar to what was found in random sets of genomic sequences with similar composition) (Figure 4E). The association between putative ncRNA genes and CpG islands is clearly much lower than observed at protein-coding genes (72%) [55]; however, our results are similar to those reported by Ponjavic et al. for ncRNA genes expressed in mouse development, which were associated with CpG islands in about 30% of cases [56]. The TSSs of annotated, bona-fide RNA genes (like Neat1, Malat, and Xist) [2] have chromatin features analogous to those of protein-coding genes and perfectly fitting the pattern of our promoters/TSSs group (Figure S5 and unpublished data). This is in keeping with the notion that lncRNA genes can be retrieved using the same H3K4me3/H3K36me3 chromatin signature that was originally described at active protein coding genes [25].

We next investigated the relationship between the transcriptional activity of predicted enhancers and that of the associated protein-coding genes. First, we assigned predicted transcribed enhancers to adjacent coding genes if distant from them less than 20 kb. We considered this restrictive criterion essential to limit incorrect or arbitrary matches. Enhancers whose association with Pol_II was induced or increased by stimulation were strongly associated with inducible genes (*p*<1e-7 when compared to the expected fraction), while association with constitutive and repressed genes was underrepresented in a statistically significant manner (Figure 4F and Table S5). In a specular manner, repressed enhancers were associated with repressed genes, albeit at low statistical significance (Figure 4F). It should be stressed that repressed enhancers are also associated with a large number of genes that are induced by stimulation. Although from a statistical point of view this group of inducible genes is underrepresented as compared to what is expected, the possibility should not be discounted that transcriptional downregulation of an enhancer may be involved in the activation of the associated gene, possibly by relieving transcriptional interference [29].

### Evidence for Active Transcription at Enhancers

In the cases shown in Figure 2 we could detect and measure low-abundance long RNAs (≥200 nt) generated at regions of extragenic Pol_II binding. However, Pol_II recruitment to chromatin is not necessarily followed by elongation [57],[58]. To address this crucial issue, we carried out several complementary analyses and experiments. First, we analyzed the overlap between extragenic Pol_II sites and annotated ncRNAs datasets. We used two different catalogues: a “macroRNA” dataset (2,168 ncRNAs) generated by the FANTOM consortium by massive cDNA sequencing [26] and then filtered to eliminate RNAs overlapping all current protein-coding gene annotations [24],[59], and a dataset of large intervening ncRNAs (1,408 “lincRNAs”) identified by the H3K4me3/H3K36me3 chromatin signatures characteristic of bona fide active genes [25] and then filtered against the Ensemble protein-coding genes (Table S2). These two catalogues show little overlap, suggesting that each of them includes only a small fraction of a presumably much larger ncRNA repertoire [59]. 26/2,236 predicted enhancers and 21/779 promoters/TSSs overlapped annotated macroRNAs (albeit low, the overlap was statistically significant) (Table S3). LincRNAs were associated with the promoter group (122/779; 15.6%) and, to a lower extent, to the enhancer group (167/2,236; 7.4%) (Table S3). As lincRNAs were identified on the basis of an H3K4me3/H3K36me3 chromatin signature that distinguishes active genes, the overlap with the enhancer group may appear surprising. However, visual inspection of these enhancers was consistent with the notion that they represent regulatory regions located within these extended H3K4me3/H3K36me3 domains (see Figure S6).

Second, using a database of CAGE tags generated from the FANTOM consortium [60], we found that the transcriptional potential of 72% of regions in the promoter group and 53% in the enhancer group was supported by overlapping CAGE tags. In interpreting these data it should be considered that the lncRNAs generated at the β-globin LCR do not contain a CAP at their 5′ end [61], which implies that a fraction of the transcripts generated at regulatory regions is not represented in CAGE tags libraries. Interestingly, the median distance between multiple CAGE tags is significantly higher in enhancers than in promoters (Figure 5A). These data confirm the transcriptional potential of predicted enhancers and suggest that while TSSs are tightly clustered in the promoter group, they are distributed over broader distances in the enhancer group (presumably generating primary transcripts with heterogeneous 5′ ends).

**Figure 5:**
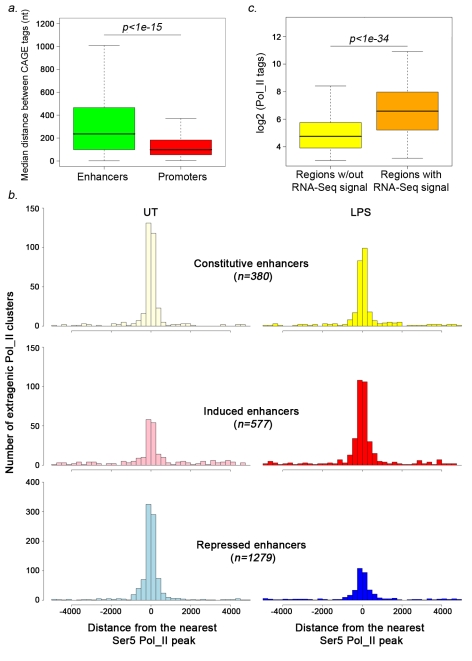
Evidence for active transcription at Pol_II-associated enhancers. (A) Distribution of the median distance between CAGE tags clusters overlapping the regions predicted as either enhancers or promoters. (B) Correlation between total and active Pol_II (phosphorylated at Ser5 of the CTD) at enhancers. The graphs illustrate the distance between extragenic Pol_II peaks predicted as enhancers and the closest P-Ser5 Pol_II peak. (C) Extragenic regions associated with RNA_Seq signals display higher Pol_II occupancy than those without RNA-Seq signals.

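Distances were recomputed for the constitutive and induced enhancers of Fig. 5B. The total Pol_II peaks that Table S8 lists as enhancers, 416 constitutive and 832 induced, were merged when within 1000 bp of each other into 381 and 577 clusters. Text S1 counts 427 and 848 such peaks after filtering, the paper's values. The repressed enhancers were not analysed here, because only 458 of the 1857 peaks of that sheet could be read. From the midpoint of each constitutive cluster, the nearest midpoint of a deposited Ser5 peak was at a median of 116.5 bp (95% interval of the median 95 to 145.5) in untreated cells and 230 bp (169.5 to 339) after LPS. It was within 500 bp for 292 clusters, or 76.6% (Wilson interval 72.1 to 80.6), in untreated cells and for 223, or 58.5% (53.5 to 63.4), after LPS. For the induced clusters the median was 6655.5 bp (5916.5 to 8982) in untreated cells and 514 bp (369 to 833.5) after LPS, with 136 clusters, or 23.6% (20.3 to 27.2), and 284 clusters, or 49.2% (45.2 to 53.3), within 500 bp. None of these pairs of intervals overlap. Within 5000 bp, the width that Fig. 5B plots on each side, the nearest Ser5 peak was found for 90.3% of constitutive clusters in untreated cells and 76.9% after LPS, and for 43.0% and 68.6% of induced clusters. With Ser5 peaks at p of at most 1e-10 the medians became 230.5 bp in untreated cells and 3136.5 bp after LPS for constitutive clusters, and 13868.5 bp and 5988.5 bp for induced ones.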

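The authors' lists hold 53524 Ser5 peaks for untreated macrophages and 49438 for macrophages after LPS, each called separately against input DNA. The untreated peaks cover 31792010 bp and contain 47.1% of the Ser5 tags of that library but 3.36% of the input tags, and the LPS peaks cover 31318804 bp and contain 50.3% of theirs against 3.25% of the input. Of the untreated peaks 29070 (54.3%) overlapped a peak of the LPS library by at least 1 bp, and 27986 (56.6%) of the LPS peaks overlapped an untreated one. The p-value threshold moved these numbers most. At p of at most 1e-10, 26876 untreated and 25044 LPS peaks were left, of which 63.9% and 66.6% overlapped a peak of the other library. With 1 library per condition, the share of peaks that a second library of the same condition would recover is not known.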

Third, we generated ChIP-Seq datasets in untreated and LPS-treated macrophages using an antibody that recognizes the large Pol_II subunit Rbp1 only when phosphorylated at Ser5 of its C-terminal domain (CTD). Ser5 phosphorylation by TFIIH occurs at the transition to transcription initiation and is maintained throughout the length of transcribed genes to be then removed by a phosphatase at the very 3′ end [38]. 

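A deposited Ser5 peak overlapped by at least 1 bp 296 of the 381 constitutive enhancer clusters in untreated cells, a share of 77.7% (Wilson interval 73.2 to 81.6), and 230, or 60.4% (55.4 to 65.2), after LPS. Over 1000 sets of the same clusters moved at random by 20 to 200 kb along their own chromosome, the highest shares were 13.9% and 13.4%. Both libraries had a peak at 208 of these clusters, the untreated library alone at 88, the LPS library alone at 22, and at least one of them at 318 (83.5%). Of the 577 induced enhancer clusters 159, or 27.6% (24.1 to 31.3), held a Ser5 peak in untreated cells and 311, or 53.9% (49.8 to 57.9), after LPS, against at most 11.3% and 13.5% in the moved sets. At the induced clusters 136 had a peak in both libraries, 23 in the untreated library alone, 175 in the LPS library alone, and 334 (57.9%) in at least one. The direction between the libraries was thus opposite in the 2 classes, and within each class the intervals of the shares did not overlap. Restricting the Ser5 peaks to p of at most 1e-10 gave 60.1% and 39.9% for constitutive and 15.8% and 34.8% for induced clusters, and requiring overlap with at least 50% of the cluster gave 64.8% and 48.6%, and 15.4% and 37.8%, with the direction between the libraries unchanged in both cases.

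**Figure D3:**
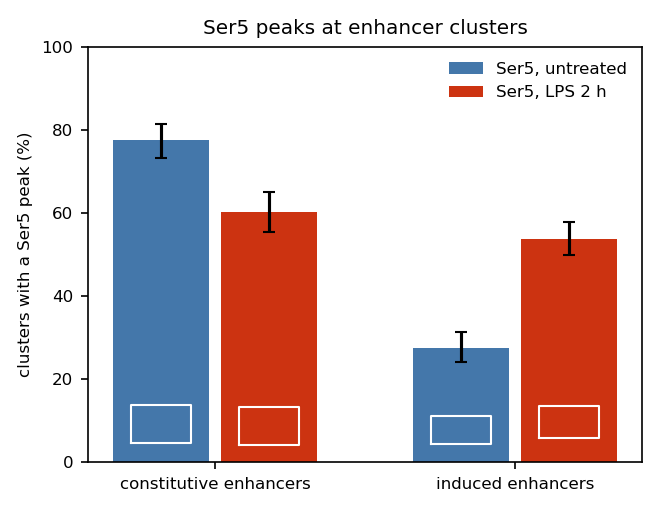
Share of enhancer clusters (%) that a deposited Ser5 peak overlaps, by class and library. Bars are single libraries with Wilson 95% intervals that treat clusters as independent draws. White boxes span the lowest to the highest share over 1000 sets of the same clusters moved by 20 to 200 kb, at most 13.9%.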

Ser5-P was extensively associated with both predicted enhancers and promoters in our datasets (Figure 5B, Table S6). 

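Ser5 peaks had a median length of 422 bp (95% interval 419 to 425) in untreated cells, from 86 to 28688 bp, and of 438 bp (435 to 441) after LPS, from 94 to 16675 bp. Over the peaks of both lists together the median was 430 bp, with quartiles of 293 and 707 bp. Peaks longer than 200 bp made up 93.3% of the untreated and 95.3% of the LPS list. The 1260 peaks that overlapped a constitutive or induced enhancer cluster had a median of 460 bp, a minimum of 116 bp and a maximum of 4081 bp, and 97.6% of them were longer than 200 bp. Length depended most on the p-value threshold, since the 51920 peaks with p of at most 1e-10 had a median of 691 bp. The longest peak, in untreated cells, lies on chromosome 19 from 5822191 to 5850878 and covers the non-coding RNA gene Neat1. Those next in length in that library cover Ctsb, Ctsd, Metrnl and Fam20c, all of them protein-coding genes. These items were chosen after their values were seen.

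**Figure D4:**
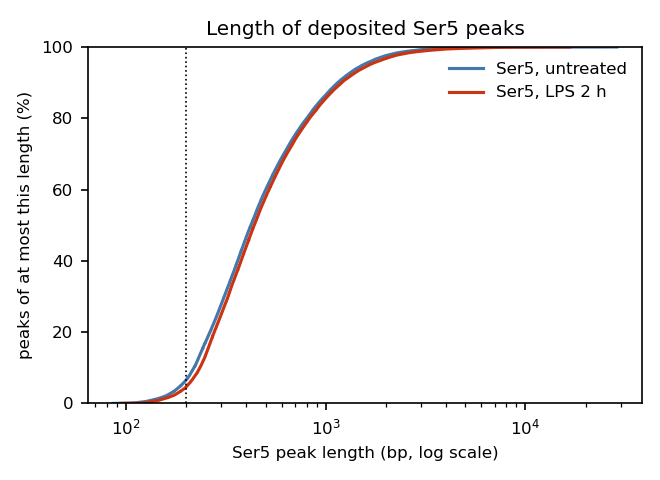
Cumulative share (%) of deposited Ser5 peaks by length (bp, log scale) in untreated cells and after LPS. The dotted line marks 200 bp, above which 93.3% of untreated and 95.3% of LPS peaks lie, and the curves nearly coincide.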

Median Ser5 peak length is 479 bp, with a minimum of 110 bp and a maximum of 7341 bp, indirectly suggesting that in most cases long (>200 nt) primary transcripts are generated. This result confirms that, independently of the final abundance of the transcripts, enhancers associated with Pol_II are actively transcribed. 

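Tags were also counted over the clusters whether or not a peak had been called. Over the 381 constitutive enhancer clusters the summed Ser5 TPM exceeded the input 6.00-fold (5.78 to 6.23) in untreated cells and 5.47-fold (5.26 to 5.68) after LPS. Over the 577 induced clusters they did so 2.73-fold (2.65 to 2.82) and 5.80-fold (5.63 to 5.98). The ratio of LPS to untreated was 2.12 (2.08 to 2.17) at induced clusters. At constitutive clusters it was 0.912 (0.892 to 0.931), and when tags were scaled to those outside the peaks of both libraries it was 0.981 (0.960 to 1.002), as a sum not separable from no change. Taken cluster by cluster with that scaling, the median ratio of the 354 constitutive clusters with at least 10 Ser5 tags was 0.820, and 128 (36.2%) were higher after LPS. A fixed rule of size took the place of a test: among the 413 induced clusters with at least 10 Ser5 tags, 227 (55.0%) were at least 2 times higher after LPS and 25 (6.05%) were lower by that factor or more, and among 354 constitutive clusters the numbers were 29 (8.19%) and 104 (29.4%). Where neither library had a Ser5 peak, 63 constitutive clusters still had 1.90 times (1.65 to 2.18) the input in untreated cells. The 243 induced clusters without a peak had 0.758 times (0.693 to 0.829) the input in untreated cells and 1.47 times (1.36 to 1.59) after LPS. Their side of the input in untreated cells depended on the scaling, since with tags scaled to those outside the peaks the ratio was 1.44 (1.32 to 1.58).

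Among clusters with at least 50 Ser5 tags over both libraries, the 3 largest ratios of LPS to untreated were at induced enhancers. That on chromosome 13 from 5785553 to 5786509, outside any annotated gene and 74704 bp upstream of the Klf6 TSS, had 2 tags in untreated cells and 100 after LPS, a ratio of 60.9 whose interval, 16.4 to 510, is wide because of the 2 tags. That on chromosome X from 9047076 to 9048520, in an intron of Cybb, had 18 and 429 tags (ratio 29.0, 18.2 to 49.5), and that on chromosome 16 from 84603601 to 84609205, with Mrpl39 as its nearest coding gene, had 7 and 160 (27.9, 13.2 to 70.4). The 3 smallest ratios were at chromosome 13 from 51938042 to 51938506, 3773 bp upstream of the Gadd45g TSS, with 90 tags in untreated cells and 6 after LPS (0.0812, 0.0290 to 0.184), at chromosome 15 from 38398042 to 38398732, nearest to Azin1, with 79 and 8 (0.123, 0.0515 to 0.255), and at chromosome 14 from 121161210 to 121162395, nearest to Gm17613, with 118 and 14 (0.145, 0.0767 to 0.252). The first and the last of these are constitutive enhancers and the other is classed as induced.

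**Figure D5:**
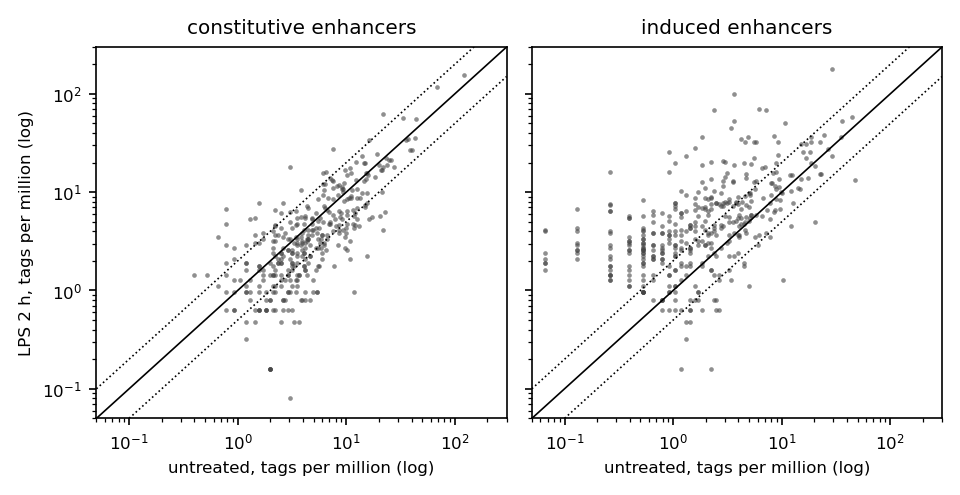
Ser5 TPM in untreated cells (x axis) and after LPS (y axis), both on log scales, for enhancer clusters with at least 10 tags, with 1 point per cluster; 0 tags are set to 0.5. The solid line marks equal values and the dotted lines a 2-fold difference. Of induced clusters 55.0% lie on or above the upper line, and 29.4% of constitutive clusters lie on or below the lower one. When tags are scaled to those outside the peaks, the summed ratio of constitutive clusters is not separable from 1, while their median ratio is 0.820.

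The paper takes Ser5 phosphorylation as a mark of Pol_II engaged in transcription, and from its presence at enhancers that carry total Pol_II it concludes that these enhancers are transcribed, whatever the final amount of transcript.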

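For promoters, the total Pol_II peaks of the constitutive and induced lists of Table S1 that are neither among the enhancers of Table S8 nor among the regions without a prediction in Table S4 were merged as before, into 341 constitutive and 346 induced clusters. The promoter sheets could be read only in part, so this group is called promoter-type. The paper's removal of nearby opposite predictions and its filtering against coding genes were not repeated for it. With 388 constitutive and 432 induced peaks it is therefore larger than the promoter set that Text S1 counts. In the first 1999 of the 4231 predictions of Table S4, 162 of the 167 constitutive and 180 of the 193 induced peaks of this group that appear there are predicted as promoters. A Ser5 peak overlapped 292 constitutive clusters, or 85.6% (Wilson interval 81.5 to 89.0), in untreated cells and 240, or 70.4% (65.3 to 75.0), after LPS. For induced clusters the numbers were 173, or 50.0% (44.8 to 55.2), and 220, or 63.6% (58.4 to 68.5). The highest share over 1000 sets of moved clusters was 13.5%, for constitutive clusters in untreated cells. Requiring p of at most 1e-10 for the Ser5 peaks moved the share of induced clusters after LPS most, to 48.6%. The summed tags exceeded the input 11.3-fold in untreated cells at constitutive and 7.50-fold at induced clusters. The ratio of LPS to untreated was 0.895 (0.882 to 0.908) and 1.38 (1.35 to 1.40), respectively. With tags scaled to those outside the peaks the first rose to 0.963 and stayed below 1. The median ratio of the 324 constitutive clusters with at least 10 Ser5 tags was lower, at 0.634, and 0.682 with that scaling. Without that scaling 103 of them were at least 2 times lower after LPS and 10 at least 2 times higher. Of 261 such induced clusters, 16 were lower and 85 higher by that factor.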

Similar results were obtained for promoters (Figure S7).

Fourth, we analyzed by quantitative RT-PCR a representative set of 100 predicted enhancers within the whole range of *p* values associated with the corresponding Pol_II peaks (as in Table S1). Primers were designed to generate 200 nt amplicons. 96/100 tested regions generated detectable transcripts (Table S7), indirectly indicating that the vast majority of extragenic Pol_II peaks likely generate transcripts.

Due to their very low abundance, a comprehensive analysis of extragenic ncRNAs and their detailed structural characterization present obvious difficulties. RNA sequencing is a powerful approach for detection of potentially all RNA species in a cell, although low abundance transcripts can be identified only at very high sequencing depth. As an initial step toward characterization of enhancer-associated transcripts, we generated an RNA-Seq dataset in untreated macrophages using total nuclear RNAs. At the level of sequencing depth we reached (11.5 million aligned tags from four Solexa GAII lanes) we could detect 225,439 transcripts corresponding to 13,702 RefSeq genes and 28,247 UCSC known genes. We found RNA-Seq tags overlapping 193/484 promoters and 369/1,660 enhancers active in untreated macrophages (corresponding to the constitutive and repressed groups; *p*<1e-3 compared to random sets of intergenic genomic sequences). In most cases, however, low density of tags precluded the identification of well-defined transcripts. Importantly, the extragenic regions associated with RNA-Seq tags displayed median Pol_II signals about 1.5 orders of magnitude higher than the regions for which transcripts could not be detected at this sequencing depth (Figure 5C). Therefore, only the transcripts produced at the extragenic regions with high transcriptional activity could be detected (Table S4). Nevertheless, these data further confirm that Pol_II-bound extragenic regions are in general subjected to active transcription.

### Evidence of Functionality of Enhancer-Type Extragenic Transcribed Regions

While a large fraction of extragenic transcription sites bear an enhancer-associated chromatin signature, this doesn't demonstrate that these regions have functional properties of enhancers. We first searched the predicted enhancers for evolutionary signatures of functionality and specifically for evidence of purifying selection. We used phastCons scores in placental mammals [62] to measure the degree of conservation in the three groups of extragenic Pol_II clusters. Both promoters and enhancers were strongly conserved, with overall higher scores in the promoter group (Figure 6A). In both groups conservation was statistically significant as compared to matched random sequence sets (Figure 6B). Conversely, the group of Pol_II clusters with a non-informative chromatin signature did not significantly deviate from random sets.

**Figure 6:**
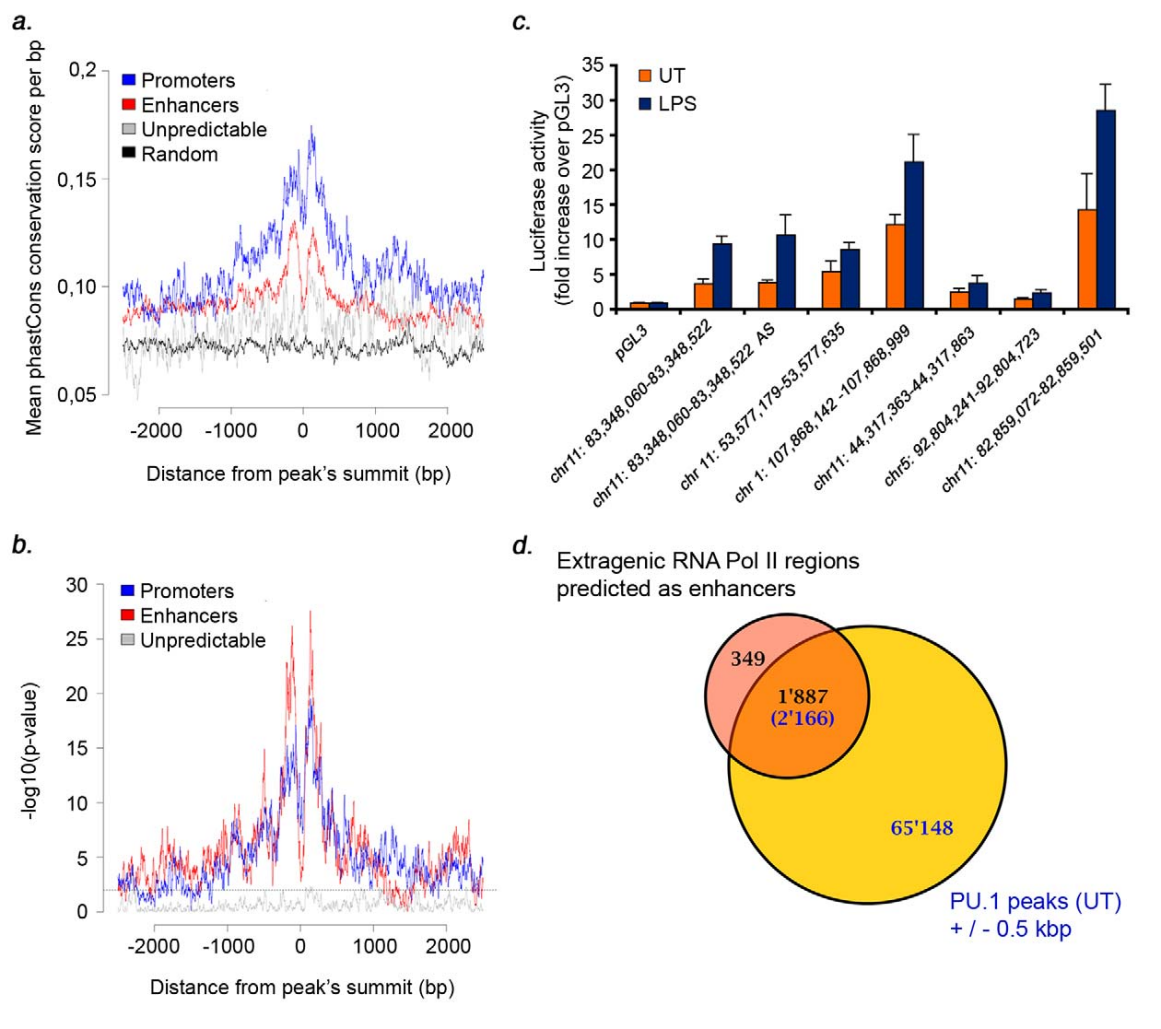
Signatures of functionality at enhancer-associated extragenic transcription sites. (A) Sequence conservation at extragenic Pol_II transcription sites. Average conservation scores (phastCons score per bp) in the enhancer, promoter, and unpredictable groups are shown. Pol_II peaks were centered around their summit. (B) Statistical significance of sequence conservation in the three groups was evaluated as compared to random sets. The *y*-axis indicates the *p* value of the deviation from random. The horizontal grey line indicates the threshold for statistical significance (set to *p*<0.01). (C) Functional evaluation of predicted enhancers in reporter assays. The indicated regions were subcloned in the pGL3 promoter vector, which bears a minimal promoter, and transfected in Raw264.7 macrophage cells. Cells were stimulated with LPS for 16 h before harvesting. Errors bars, S.D. (D) Overlap of extragenic transcription sites with an enhancer-associated chromatin signature with experimentally determined binding sites of the hematopoietic transcription factor PU.1. PU.1 peaks ± 500 bp (identified in a ChIP-Seq experiment in untreated macrophages) were considered. Black numbers refer to Pol_II clusters, while blue numbers refer to PU.1 peaks.

Sequence conservation in both the enhancer and the promoter group was stronger in the central regions (and precisely in the sequences just flanking the summit of the Pol_II peaks) and it was progressively diluted moving outwards.

We next cloned some of these predicted enhancer sequences in a plasmid bearing a minimal promoter driving luciferase expression and tested their ability to increase reporter gene activity. All the sequences tested increased basal expression and some provided responsiveness to LPS stimulation (Figure 6C). The first sequence from the left was also assayed for orientation-independence of enhancer activity (Figure 6C). As additional evidence that these regions are in fact bona fide enhancers, we tested their ability to fold onto the neighboring promoter using chromosome conformation capture (3C) [63]. The transcribed regions upstream of Ccl5 and Cxcl11 were in fact both associated with the regions surrounding the respective TSS (Figure S8). Association was not dependent on stimulation as it could be found also in basal conditions. In fact, stimulation reduced to a various extent the degree of looping.

Finally, we evaluated the degree of overlap between extragenic Pol_II and binding of the transcription factor PU.1, which (in addition to being recruited to active promoters) is very extensively associated with enhancers in macrophages [54]. Considering a search space of ±500 nt surrounding ChIP-Seq PU.1 peaks, we found that 84.4% of enhancer-type extragenic Pol_II clusters were associated with PU.1 binding (Figure 6D; see Figures S4 and S6 for some examples). PU.1 association with promoter/TSS-type transcribed regions was also very frequent (69.3%), while Pol_II peaks with a non-predictive chromatin signature were associated with PU.1 only in 33.8% of cases. Such a substantial association between extragenic Pol_II and binding of a sequence-specific TF (72% overlap considering the entire dataset) strongly argues against the notion that this extensive transcriptional activity is mere noise and conversely confirms its nature as a regulated process.

### Different Sets of Transcription Factors Are Associated with Different Behaviors of Enhancer-Associated Extragenic RNA Pol_II

Enhancer functionality depends on the transcription factor binding sites (TFBS) contained in their sequence. TFs activated by stimulation with LPS+IFNγ include NF-kB/Rel family members [64], IRFs (interferon regulatory factors) [65], and STAT1 [66]. Moreover, the hematopoietic Ets family member PU.1, which is constitutively expressed at highest levels in macrophages, is highly enriched in enhancers, where it provides context dependence to responses driven by inflammatory TFs [54]. We therefore searched our dataset of 2,236 predicted enhancers associated with extragenic Pol_II for enriched TFBSs. To this aim, we first assembled a library of 338 position weight matrices (PWMs) by combining the DNA binding motifs in the Jaspar database [67] and those in a recently reported set of PWMs for 104 mouse transcription factors [68]. Then we divided the enhancers in three groups based on Pol_II behavior (constitutive, inducible, and repressed) and used a statistical approach [69] to score TFBS enrichment in each group relative to two background sets (namely the whole mouse chr 19 and a set of all 5 kb sequences located upstream of the TSSs of mouse RefSeq genes).

In the inducible group we found a strong enrichment for IRFs and STAT1 (which bind related sites and were recognized by five distinct PWMs), as well as for NF-kB/Rel (identified by four PWMs) (Figure 7A and Table S8). Moreover, the dataset was strongly enriched for PU.1/Spi1 PWMs, which is in keeping with its association with enhancers [54]. The constitutive group, in addition to a strong enrichment for PU.1/Spi1, showed a comparatively lower but anyway significant enrichment for IRF/STAT1 and NF-kB/Rel PWMs (Table S8). In this regard, it should be noticed that some of the enhancers that we define as “constitutive,” in fact show LPS-induced increases in Pol_II levels that do not reach the threshold we set for the inclusion among the inducible peaks. Remarkably, the group of putative enhancers repressed by stimulation was strongly enriched for PU.1/Spi1 but not for any of the PWMs for the inducible, inflammatory TFs associated with the other two groups (Table S8). Therefore the enhancers whose association with Pol_II is reduced by stimulation appear to represent a distinct group with a completely different TFBS composition. Importantly, also the group of the induced promoters (and to a lesser extent the one including the constitutive promoters) was enriched for binding sites for inflammatory TFs (Table S8), indicating that the TFs driving the inflammatory gene expression program also control many canonical RNA genes.

**Figure 7:**
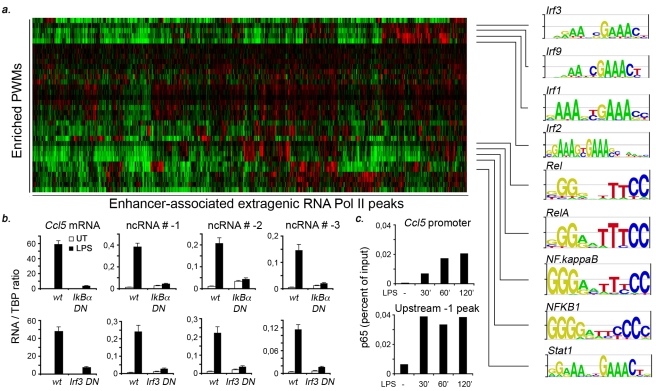
Enrichment of transcription factor binding sites in enhancer-type extragenic Pol_II transcription sites. (A) TFBSs enriched in the set of inducible, enhancer-type extragenic transcription sites. Enrichment was evaluated using two reference datasets (see Methods). Each vertical column in the heat-plot represents a Pol_II peak, while each row corresponds to an enriched PWM. Data are shown after hierarchical clustering. Selected enriched PWMs for inflammatory TFs (IRFs, STAT1, NF-kB) are shown on the right. Increasing red color represents increasing probabilities for a PWM to have a match in the region as compared to randomized sequences with the same nucleotide composition [69]. (B) IRF3 and NF-kB are required for extragenic transcription upstream of Ccl5. Raw264.7 cell lines constitutively expressing a dominant negative Irf3 (IRF3DN) or a general inhibitor of NF-kB (IkBα super-repressor, IkBαDN) were stimulated with LPS as indicated and Ccl5 mRNA or upstream extragenic transcripts were measured by RT Q-PCR. (C) Binding of NF-kB to the Ccl5 promoter and to a region corresponding to the *−1* Pol_II peak. NF-kB binding was measured using an anti-p65 ChIP.

We next evaluated if the identified TFBSs are functional. Some of the inducible Pol_II peaks in the region upstream of Ccl5 scored positively for IRF3 (as well as other IRFs) and NF-kB, which are known to coregulate Ccl5 expression [70]. Blocking IRF3 and NF-kB activity with specific mutants in stable Raw264.7 macrophage cell lines (kindly provided by G. Cheng, UCLA) blocked not only the induction of the Ccl5 mRNA but also the appearance of the upstream non-coding transcripts (Figure 7B). Moreover, the NF-kB subunit p65/RelA was recruited to the Ccl5 upstream region (Figure 7C), thus further supporting the functionality of the identified sites. Interestingly, maximal p65 recruitment to this region preceded recruitment to the NF-kB binding sites contained in the Ccl5 promoter, which is in keeping with the faster kinetics of induction of upstream transcription as compared to that of the Ccl5 mRNA (as shown in Figure 2).

### Enhancer Associated Extragenic Transcription May Promote Domain-Wide Acetylation and Pol_II Loading on Downstream TSSs

As we could detect thousands of enhancer-associated extragenic Pol_II peaks with distinct behaviors, some degree of functional heterogeneity is expected. Moreover, definitive understanding of the function of each extragenic transcription site would require dedicated genetic approaches to interfere with Pol_II loading and/or elongation (like the knock-in of transcriptional terminator sequences; see for instance [11],[36]). Attempts to deplete ncRNA generated at enhancers by RNAi were not successful, which likely reflects their constitutive instability (see Discussion). We tried however to get an initial glimpse into the functional impact of transcription through enhancers in this system. One model supported by experimental data is that extragenic transcription leads to the repeated passage of several Pol_II-associated enzymes, including Swi/Snf remodeling complexes [71],[72] and histone acetyltransferases [35], through chromatin regions, thus leading to extensive remodeling and changes in accessibility [32]. We first found that macrophage activation is associated with a domain-wide increase in acetylation at the transcribed regions upstream of Ccl5 (Figure 8A and unpublished data). Domain-wide hyperacetylation was strongly reduced by treatment with actinomycinD but not with the protein synthesis inhibitor cycloheximide (CHX). Importantly, Ccl5 is a primary response gene and as such it is not sensitive to CHX treatment [73]. Therefore, while new protein synthesis does not impact on acetylation of the locus, new transcription is required for maximal acetylation both at the TSS and at upstream regions. ActD (but not CHX) treatment also prevented recruitment of Pol_II at the Ccl5 TSS (Figure 8B, left). Conversely, at a secondary gene (interleukin 6, IL-6), both CHX and ActD completely blocked Pol_II recruitment (Figure 8B, left). The effects of ActD on Pol_II recruitment to TSSs were not general, as they could not be detected at two other genes tested (Figure 8B, right). Therefore, with all the due cautions required in experiments with global inhibitors, it seems that the act (or the products) of transcription (rather than the induction of new protein products) is involved both in acetylation through the Ccl5 locus and in gene induction.

**Figure 8:**
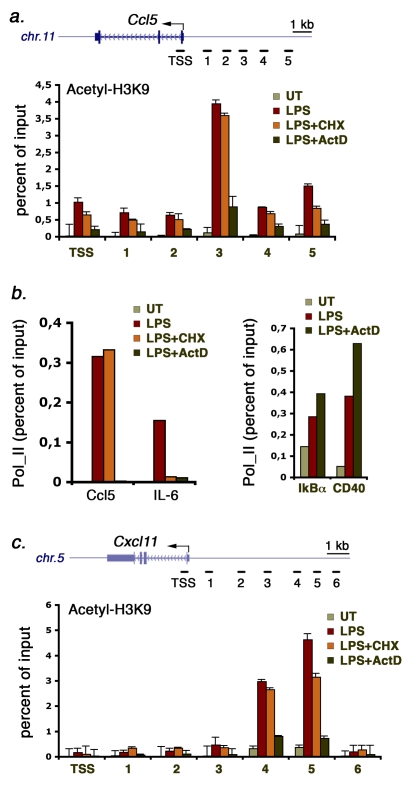
Functional consequences of transcriptional inhibition on extragenic histone acetylation at the Ccl5 and Cxcl11 loci. (A) H3K9 acetylation at the transcribed region (about 5 kb) upstream of Ccl5 was measured by ChIP in the absence or presence of CHX (10 µg/ml) or ActD (5 µg/ml) as indicated. UT, untreated macrophages. Position of the amplicons (transcription start site [TSS] and five extragenic amplicons indicated by progressive numbers) is indicated. (B) Left panel: inhibition of transcription but not translation blocks the activation of the primary response gene Ccl5 [73]. Conversely, Pol_II recruitment to the TSS of the secondary gene IL-6 is equally sensitive to CHX and ActD. Right panel: ActD does not inhibit Pol_II recruitment to IkBα and CD40. (C) Transcription is required for inducible H3K9 hyperacetylation at the transcribed region upstream of Cxcl11. The position of amplicons at the TSS and upstream of the gene are indicated.

A similar behavior was found at the Cxcl11 upstream regions (Figure 8C). Here we could detect a high basal level of acetylation in the regions corresponding to the extragenic Pol_II peaks. Acetylation was strongly increased by stimulation and returned to basal levels upon ActD (but not CHX) treatment, thus indicating that also in this case extragenic transcription (or its products) may be involved in controlling the chromatin state of the locus.

## Discussion

The main finding of this study is that RNA Pol_II association with, and productive transcription of, a subset of *cis*-regulatory regions accounts for a sizeable fraction of transcription sites located outside of coding gene borders. It is important to notice that the design of our study—which is based on the analysis of Pol_II occupancy in regions not overlapping annotated protein-coding genes—implies that gene boundaries, which contribute in a substantial manner to the repertoire of short and long ncRNAs in mammalian cells [40],[41],[44]–[47], were not taken into consideration.

The concept that enhancers and LCRs in some cases undergo transcription was previously demonstrated at individual loci in various experimental models [9]–[11],[29],[30],[36]. Our data demonstrate on a genomic scale that this is a common occurrence. However, based on our data on enhancers in this specific system [54], as well as reports in other models [53], it seems clear that non-transcribed enhancers (in the order of magnitude of dozens of thousands in every given cell type) greatly outnumber the transcribed ones, which raises some obvious questions.

First, can enhancers be classified on the basis of being transcribed or not, and do Pol_II-transcribed enhancers represent a functionally and mechanistically homogeneous group? A simple model, compatible with a large body of experimental data, is that functionality of transcribed enhancers and LCRs indeed depends on the directional movement of Pol_II along their sequence [32]. Large chromatin domains often undergo regulated and extensive modifications (like acetylation and reduction of nucleosomal density) controlling their accessibility and functionality: in such cases it is difficult to imagine how chromatin-modifying enzymes recruited to discrete sites by association with sequence-specific TFs can promote such large scale changes. Conversely, loading the same enzymes onto elongating Pol_II complexes provides a regulated and specific way to catalyze rapid changes across extended regions, thus establishing transcriptional competence (discussed in [32]). An example of a specific effect of the transcription process itself, in which the ncRNA product apparently has no direct role, is provided by the *PHO5* gene in yeast, whose activation requires nucleosome eviction stimulated by non-coding transcription across its promoter [31]. When the level of the ensuing ncRNA was artificially increased (by either overexpression or by inactivation of the nuclear exosome), no consequences on nucleosome depletion were found [31]. In other cases it was shown that the ncRNAs generated from regulatory regions is functional [8], either by controlling the deposition of epigenetic modifications [21] or by promoting the recruitment [20] or stimulating the activity [12] of transcriptional activators. In some of these cases, it is implicit that the ncRNAs would act at the production site, possibly when still associated with elongating Pol_II. This model may well apply to ncRNAs generated at enhancers, whose function may relate to the control of local chromatin features. Overall, the role of ncRNA transcripts versus transcription in conveying regulatory information likely varies depending on the regulatory region considered, and ad hoc experiments will be required to understand the relative frequency of the two groups of mechanisms. For those enhancers whose associated transcripts will be demonstrated to be functional (as in [20]), their distinction from canonical RNA genes may appear conceptually subtle and in the end rely exclusively on their distinct chromatin signature. However, we believe that an additional important aspect should be considered in distinguishing enhancers that generate functional RNAs from canonical RNA genes: the *local* and *temporally restricted cis*-regulatory role of the enhancer-associated ncRNA (temporal restriction being related to the rapid degradation of these transcripts after they are synthesized). On the contrary, ncRNAs generated from canonical RNA genes in most cases act at a distance from the production site (e.g. Neat1) [2]; even when acting in *cis*, as in the case of Xist and Air, they coat (and functionally affect) broad chromosomal regions, thus in fact exerting an activity that extends far beyond the borders of their site of synthesis.

In this context, it appears very relevant to bring into focus the conceptual and technical problems related to the mechanistic dissection of the ncRNAs generated at regulatory regions. Assessing the functionality of these ncRNAs will require that their specific elimination or depletion be dissociated from any effect on the underlying transcription. Therefore, knocking-in transcriptional terminators to interfere with Pol_II elongation (see for instance [11]) is in fact non-informative in this regard. Depletion of ncRNAs by RNAi efficiently works when applied to stable transcripts encoded by RNA genes [19]. However, enhancer-generated transcripts are very unstable, possibly due to a constitutive surveillance by the nuclear exosome [39],[40], leading to their complete degradation or the generation of short RNAs [41]. Moreover, the role of nascent ncRNAs in targeting to chromatin specific regulators with RNA binding modules (as suggested in [20]) may be limited to a very short window of opportunity during which proximity to chromatin is maintained, namely the time of Pol_II passage over a specific genomic region. Low level of expression of these ncRNAs (see Figure 2) may reflect the restriction of their activity to the genomic regions where they are synthesized. For both reasons, reducing their levels by RNA interference (before they are degraded or before they exert a local and transient functional activity) may not be feasible, at least using simple tools. On the other hand, for those ncRNAs acting at their site of production, overexpressing them cannot recapitulate their normal function.

A second outstanding question pertains to the identity of the determinants of enhancer association with RNA Pol_II factories and of the molecular mechanisms controlling transcriptional initiation at these regulatory regions. It seems clear that in some cases Pol_II can be loaded at multiple positions along the enhancer/LCR [61], a result in keeping with the presence of multiple distant CAGE tag clusters at enhancer regions in our dataset (Figure 5C). Still, the directionality of transcription (see also Figure 3C) implies a tight control upon formation of the preinitiation complex and rules out the possibility that transcription is a mere consequence of random Pol_II collisions with accessible loci.

A third related question is whether enhancer-associated transcription is mechanistically different from transcription of protein- and RNA-coding genes. This possibility is supported by several observations, including the resistance to the general elongation inhibitor DRB of part of nuclear transcription ([43] and our own data) and, as discussed above, the fact that enhancer associated transcription often initiates at multiple points along the sequence of the enhancer [61], as if rules for initiation were less stringent at enhancers as compared to protein and RNA genes.

One important aspect of extragenic transcription, and particularly the fraction not associated with putative RNA-coding genes bearing a promoter signature at their 5′ end, is that it should be unambiguously distinguished from the transcriptional noise that may arise from spontaneous collisions of the Pol_II transcriptional machinery with some genomic sequences [7],[8]. A form of noise that has been recently described is represented by waves of transcription extending from highly active immediate early genes (IEGs) into neighboring sequences, including genes and intergenic regions [14]. This “ripple effect” is somehow similar to the inducible extragenic transcription we show here, and therefore it deserves a careful analysis. The interpretation of the authors [14] is that ripples start from IEGs and extend into the adjacent regions: because of this behavior these Pol_II waves should be considered noise, and specifically the downstream consequence of a strong gene activation that cannot be confined to the limits of the gene itself. It should be noticed that in the system used by Ebisuya et al., namely growth factor stimulation of fibroblasts, IEG induction is extremely fast, with Pol_II peaking in several cases at 10 min after stimulation. Therefore, this system offers limited possibilities to identify complex temporal sequences in the activation of upstream extragenic regions versus associated coding genes. Conversely, the system used in this study has the advantage that genes are induced in a kinetically complex fashion [73],[74], in some cases relatively long after the initial stimulation. At genes like Ccl5 and Cxcl11, as well as at several others (see Figure 2), this kinetic behavior allowed us to identify a recurring temporal pattern in which upstream non-coding transcription not only precedes the induction of the neighboring protein-coding gene but also peaks when the activity of the associated coding gene is hardly detectable (which is similar to what was described at the inducible *fbp1* gene in yeast) [36]. Conversely, a ripple effect should parallel RNA Pol_II activity at the associated coding gene and reach maximal levels when the coding gene is at its peak of activity. A second expected feature of a ripple effect is that extragenic waves of Pol_II should show continuity with Pol_II elongating from the inducible coding gene. In our dataset, this is an unusual occurrence (see Figures 1 and 2 and Figure S1 for examples).

The direct evidence arguing against the possibility that extragenic Pol_II reflects transcriptional noise comes from four groups of data we obtained in this study: (1) the presence of an enhancer-associated chromatin signature [52], (2) the enrichment for inflammatory TFBSs like NF-kB and the IRFs, (3) the functionality of some tested regions in heterologous reporter assays, and most importantly, (4) the very extensive overlap between sites of extragenic transcription and binding sites for the TF PU.1, which is required for macrophage differentiation [75]–[77] and function [78],[79], and very extensively marks enhancers [54]. The only group of extragenic Pol_II peaks (about 8% of the peaks in the dataset) that in principle may represent noise (although it is not possible to formally demonstrate it with our analysis) is the one consisting of regions without an informative chromatin signature: in fact, this group shows levels of sequence conservation that are not significantly different from those of random sequences (see Figure 6B). Overall, we can safely conclude that transcribed extragenic regions with an enhancer-associated chromatin signature represent in most cases sites of highly regulated Pol_II recruitment and elongation, possibly relevant for their function as enhancers.

An additional aspect worthy of attention is that at least in this system extragenic Pol_II peaks are more frequently repressed than induced by stimulation. While in many cases repression correlated with downregulation of the associated genes, in several others it correlated with gene activation of a neighboring gene. A reasonable hypothesis in this case is that, similar to what was described in other models [29],[30], extragenic transcription extending into neighboring genes may interfere with their activity: therefore gene induction can occur only when transcription from adjacent extragenic regions is switched off.

In conclusion, our study demonstrates that the pervasive transcription occurring in mammalian genomes [1] is contributed not only by RNA-coding genes but also by a large number of enhancers associated with constitutive or regulated Pol_II transcriptional activity. These data are relevant for functional genomic annotations and at the same time indicate that Pol_II-dependent transcription is integral to the activity of a fraction of functional *cis*-regulatory elements.

## Materials and Methods

### Cell Culture and Materials

Bone marrow cells isolated from female Fvb/Hsd mice were plated in 10 cm plates in 5 ml of BM-medium (high glucose DMEM supplemented with 20% low-endotoxin fetal bovine serum, 30% L929-conditioned medium, 1% glutamine, 1% Pen/Strep, 0.5% Sodium Pyruvate, 0.1% β-mercaptoethanol). Cultures were fed with 2.5 ml of fresh medium every 2 d. Stimulations were carried out at day 7. Raw264.7 were cultured in high glucose DMEM containing 10% low endotoxin FCS. Clones stably expressing dominant negative IRF3 and IkBα super-repressor were a gift of G. Cheng (UCLA) [70]. ActinomycinD, cyclohexymide, and DRB were from Sigma and were used at a final concentration of 5 µg/ml, 10 µg/ml, and 50 µg/ml, respectively. The anti-p65 antibody used in the ChIP in Figure 5C was from Santa Cruz (*sc*-372). The anti-acetylH3K9 antibody used in Figure 6 is from Millipore (#07-352).

### ChIP-Seq Datasets

The RNA Pol_II and H3K4me3 ChIP-Sequencing datasets are described in [37]. The H3K4me1 and PU.1 datasets are described in [54]. Briefly, the RNA Pol_II ChIP-Seq experiment was carried out in unstimulated and LPS+γIFN-stimulated (2 h) macrophages using an antibody recognizing all isoforms of the large Pol_II subunit, Rbp1 (Santa Cruz *sc*-899). The Ser5-Pol II ChIP-Seq datasets were generated using the Ab5131 antibody from Abcam, which recognizes the RNA Pol_II CTD repeat YSPT(phospho)SPS. The H3K4me3, H3K4me1, and PU.1 datasets used in this study were all obtained in unstimulated cells, and antibodies were from Abcam (H3K4me3, Ab8580; H3K4me1, Ab8895) or Santa Cruz (PU.1 *sc*-352). Datasets are available for download from NCBI's Gene Expression Omnibus (GEO, http://www.ncbi.nlm.nih.gov/geo), accession numbers GSE17631, GSE19553, GSE19991.

### RNA Sequencing

Nuclei were isolated as described in the section below and total nuclear RNA was extracted using Trizol. After quality control, RNA was processed following the same standard Solexa protocol recommended for mRNA sequencing. The dataset is available for download from GEO, accession number GSE20370.

### Quantitative RT-PCR and Nascent Transcript Analysis

RNA was extracted from macrophages using Trizol (Invitrogen) and reverse transcribed with random hexamers. In some experiments oligo-dT or gene specific oligonucleotides were used to prime the reverse transcription, as indicated in the text. For isolation of nascent transcripts, cells were lysed in HB buffer (10% glycerol, 60 mM KCl, 15 mM NaCl, 1.5 mM HEPES pH 7.9, 0.5 mM EDTA) containing 0.3 M sucrose and 0.8% NP40. Nuclei were then pelleted through a 0.9 M sucrose cushion in HB buffer and then resuspended in 100 µl of NRB (75 mM NaCl, 20 mM Tris-HCl pH 7.5, 0.5 mM EDTA, 50% glycerol, 100 µg/ml yeast tRNA); lysis was carried out by addition of 750 µl of NLB (0.3 M NaCl, 20 mM HEPES pH 7.6, 0.2 mM EDTA, 7.5 mM MgCl_2_, 1 M urea, 1% NP-40, 100 µg/ml yeast tRNA). Chromatin was then pelleted in microfuge at 4°C and nascent transcripts extracted in Trizol. As control of the lack of genomic DNA contamination, Q-PCR was also carried out on RNA that was not reverse-transcribed. The sequences of the primers used are in Tables S7 and S9.

### Computational Approaches and Data Analysis

Computational procedures, including the machine-learning algorithm used to classify enhancers and promoters, are described in detail in Text S1.

### Transient Transfections and Reporter Assays

RAW264.7 cells were transiently transfected in a 24-well format with 0.8 µg of empty vector (pGL3-promoter vector, Promega) or vectors containing the specified genomic regions (Table S10) with Lipofectamine 2000 (Invitrogen) according to the manufacturer's protocol. Twenty-four h after transfection, cells were treated with LPS (10 ng/ml) and luciferase assay (Bright-Glo, Promega) was performed 16 h after treatment. Values are expressed as fold increase in luciferase counts over the empty vector for each cell line.

## Supporting Information

Figure S1 **Inducible extragenic Pol_II peaks occurring upstream of LPS-inducible genes.** (A) The Cxcl9-Cxcl11 chemokine gene clusters with two Pol_II peaks upstream of Cxcl11 highlighted. (B–D) Three additional representative genomic regions are shown. The extragenic Pol_II peaks are indicated by horizontal lines. Peaks can also be detected at lower levels in unstimulated macrophages.
(0.55 MB TIF) Click here for additional data file.

Figure S2 **Nascent, chromatin associated transcripts at the Ccl5 (top) and Cxcl11 (bottom) loci were measured in LPS+γIFN-stimulated cells as indicated.** The amplicons indicated are: TSS (transcription start site); A and B (corresponding to two regions contained within the −1 peak in Figure 1 [for Ccl5] and the −1 peaks in Figure S1A [for Cxcl11]). Pol_II ChIP-Seq data in the same regions (2h LPS+γIFN stimulation) are also shown. Error bars, s.e.m.
(0.25 MB TIF) Click here for additional data file.

Figure S3 **Stability of representative RNAs originating from extragenic Pol_II transcription sites.** (**A**) Macrophages were stimulated with LPS for 2 h and then treated for 30 min with actinomycinD (ActD). Stability of the upstream non-coding transcripts is compared to that of the neighboring protein-coding gene. At each panel the *y*-axis on the left (in red) indicates the mRNA levels relative to those of the housekeeping gene TBP, while the *y*-axis on the right (light blue) indicates the levels of the neighboring upstream RNA generated by extragenic transcription. (B) Stability of annotated ncRNAs, including Neat, Xist, two Fantom transcripts, and two Linc RNAs.
(0.61 MB TIF) Click here for additional data file.

Figure S4 **An enhancer-associated chromatin signature in the transcribed region upstream of Ccl5.** The three main sites of extragenic transcription are indicated by shaded blue boxes. The two tracks at the bottom show the ChIP-Seq profiles of PU.1 in the same region. PU.1 is a hematopoietic Ets family member highly expressed in macrophages and showing a widespread association with enhancers (Ghisletti et al., 2010 [54]).
(0.98 MB TIF) Click here for additional data file.

Figure S5 **Canonical lncRNA genes have a typical promoter chromatin signature at their 5′ end.** ChIP-Seq profiles at two representative genes, Malat1 (top) and Neat1 (bottom). The green box indicates a CpG island.
(0.80 MB TIF) Click here for additional data file.

Figure S6 **Examples of extragenic Pol_II peaks in predicted enhancers overlapping annotated lincRNAs.** Four representative regions are shown. The H3K4me3/H3K36me3 domains from Guttman et al. [25] are indicated by red boxes, while enhancer predictions are indicated as black boxes.
(1.24 MB TIF) Click here for additional data file.

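Distances for promoter-type clusters (total Pol_II peaks of the complete constitutive and induced lists of Table S1 listed neither as enhancers nor as regions without a prediction) were taken from midpoint to midpoint, as for the enhancers of Fig. 5B. For the 341 constitutive clusters the nearest Ser5 peak was at a median of 98.5 bp (95% interval of the median 81 to 120) in untreated cells and 187 bp (146.5 to 245) after LPS. It lay within 500 bp of 80.1% of them (Wilson interval 75.5 to 84.0) and of 66.0% (60.8 to 70.8). For the 346 induced clusters the median was 766 bp (395 to 2087) in untreated cells and 251 bp (199 to 350) after LPS, with 47.1% (41.9 to 52.4) and 60.1% (54.9 to 65.1) within 500 bp. The repressed promoters were not analysed here.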

Figure S7 **Correlation between total Pol_II and phospho-Ser5 Pol_II at extragenic regions with a promoter prediction.** The graphs display the distance between extragenic Pol_II peaks predicted as promoters/TSSs and the closest phospho-Ser5 Pol_II peak.
(0.27 MB TIF) Click here for additional data file.

Figure S8 **Chromosome conformation capture (3C) assay at the Cxcl11 and Ccl5 loci.** The position of the anchor (constant) primer (red asterisk) and the Hind III restriction sites used is indicated. Inverted images of ethidium bromide-stained agarose gels are shown. n.s., non-specific band.
(0.55 MB TIF) Click here for additional data file.

Table S1 **A curated dataset of extragenic Pol_II peaks in mouse macrophages.** Peaks were divided in constitutive, inducible, and repressed according to Pol_II behavior in response to stimulation.
(0.42 MB XLS) Click here for additional data file.

Table S2 **Intergenic lncRNAs datasets used in this study.** The dataset termed “Ponjavic” is based on two datasets generated by the FANTOM consortium [26] and then filtered to eliminate all RNAs overlapping protein coding genes [24]. This led to a set of 3,122 macroRNAs that was further filtered against the current Ensemble protein coding gene annotations (mm_9) leading to 2,168 independent long ncRNAs. The dataset termed “Guttman” contains long non-coding RNA predicted on the base of H3K4me3/H3K36me3 chromatin signatures [25]. The original set is made up of 1,673 domains that were remap to mm9 and filtered against the current Ensemble protein coding gene annotations, leading to a final set of 1,408 long ncRNAs.
(0.39 MB XLS) Click here for additional data file.

Table S3 **RNA Pol_II clusters overlapping annotated intergenic lncRNAs.** Clusters from Table S4 were overlapped with both datasets of lncRNAs in Table S2. The clusters and their matched lncRNAs are shown.
(0.13 MB XLS) Click here for additional data file.

Table S4 **Promoter and enhancer predictions.** The extragenic Pol_II peaks were analyzed for chromatin signatures of enhancers or promoters using a machine-learning algorithm (described in the methods section). The table shows the prediction for each Pol_II peak. Peaks whose prediction was precluded are grouped. The table also shows the final dataset used for most of the analysis that resulted from a clustering and filtering procedure (described in the Methods section) of the Pol_II peaks predicted as promoters or enhancers. For each cluster the annotation of the closest neighboring UCSC known gene as well as the total number of RNA-seq transcripts, Q-PCR amplicons, and RNA repeats are shown.
(1.29 MB XLS) Click here for additional data file.

Table S5 **Association between the transcriptional activity of enhancer-type extragenic Pol_II clusters with the expression of the associated protein-coding genes.** Extragenic Pol_II peak clusters with a signature of enhancer were assigned to the neighboring protein coding gene when distant less than 20 kb. Transcriptional activity of the assigned coding gene was evaluated on the basis of the Pol_II tag counts at ±500 bp surrounding their TSS in untreated and LPS-treated macrophages.
(0.09 MB XLS) Click here for additional data file.

Table S6 **Phospho-Ser5 Pol_II datasets.** Peaks detected in untreated as well as LPS treated (2 h) macrophages against their input are listed.

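The copy of Table S6 read here gives the first 1999 of 53524 peaks for untreated cells and the first 1999 of 49438 for LPS, and all of them are identical in position and score to peaks of the deposited lists, which were therefore used in full. For each peak the lists give a start, an end and minus 10*log10 p, with p the MACS p-value. The lowest value is 50 in both lists, the p-value threshold of 1e-05, and the median is 100.3 for untreated cells and 102 after LPS.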

(9.40 MB XLS) Click here for additional data file.

Table S7 **Validation of 100 ncRNAs associated with predicted enhancers.** The table shows the genomic location of the regions, the Q-RT-PCR data, the sequence of the primers used, and the corresponding peak in Table S4.
(0.03 MB XLS) Click here for additional data file.

Table S8 **Enrichment of TFBSs in the datasets of predicted enhancers and promoters.** The table shows the results of the Clover analysis carried out using a library of 338 high-quality PWMs (130 from the Jaspar database and 208 from Badis et al. 2009 [68]). The Summary shows the TFBS (PWMs) that are over-represented in each of the six individual groups (constitutive, inducible, and repressed enhancers; constitutive, inducible, and repressed promoters). In the other sheets the complete data for each group are shown. Each row represents a Pol_II peak (after a filtering step to eliminate nearby opposite predictions, see Methods section), while columns represent the enriched motifs. The Clover scores for every matrix and every peak are indicated. Matrices from the Bulyk group [68] are indicated by the prefix BU, while Jaspar matrices are preceded by the prefix MA.
(2.38 MB XLS) Click here for additional data file.

Table S9 **Primers used in this study.** Primers used are shown with reference to each figure.
(0.04 MB XLS) Click here for additional data file.

Table S10 **Regions used in the luciferase assay and relative cloning primers.**
(0.02 MB XLS) Click here for additional data file.

Text S1 **Computational methods.** Chromosome conformation capture (3C) assay.
(0.08 MB DOC) Click here for additional data file.

## Abbreviations

CAGE: cap analysis gene expression
ChIP: chromatin immunoprecipitation
CTD: C-terminal domain
H3K4me1: monomethylation of histone H3 at lysine 4
H3K4me3: trimethylation of histone H3 at lysine 4
IEG: immediate early gene
IL-6: interleukin 6
IRFs: interferon regulatory factors
lincRNA: large intervening non-coding RNA
LCR: locus control region
lncRNA: long non-coding RNA
ncRNA: non-coding RNA
Pol_II: RNA polymerase II
PRE: polycomb group response element
PWM: position weight matrix
TF: transcription factor
TFBS: transcription factor binding site
TSS: transcription start site

# Supplementary material for: A Large Fraction of Extragenic RNA Pol II Transcription Sites Overlap Enhancers
**Source:** PLoS Biol. 2010 May 11;8(5):e1000384. doi: 10.1371/journal.pbio.1000384
**Supplement:** Text S1 — Computational methods. Chromosome conformation capture (3C) assay. (0.08 MB DOC)

**Supplementary methods**

**Computational methods**

**Analysis of ChIP-Seq data**. The H3K4me3 and Pol_II datasets [5] and the H3K4me1 dataset (described in Ghisletti et al, in press) were aligned to the mm_9 mouse genome release using Bowtie [6]. In order to get unique matching tags (2 mismatches max.), we used the following parameters when invoking Bowtie from the command line: -a -v 2 -m 1 --best. The datasets were analyzed using MACS [7]. We obtained a list of regions constitutively marked by H3K4me3 or H3K4me1 through a statistical analysis of the corresponding dataset in untreated macrophages as compared to the input DNA from the same cells. The same approach was carried out for the Pol_II datasets. MACS was also run to compare the basal Pol_II dataset with the one obtained in stimulated macrophages. In all cases, MACS was run using a *p*-value threshold of 1e-5, and bw option set to 150. The phospho Ser5 Pol_II reads were generated at 76-bp. 

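Every deposited tag of the untreated Ser5 library spans 45 bases and every tag of the LPS library spans 30, and the input tags span 36. A shorter tag matches the genome at a single place less often. In the 88 constitutive enhancer clusters with a Ser5 peak only in untreated cells, 2.88% of all sequences of 30 bases occur more than once in the mm9 genome, against 2.29% in the 208 clusters with a peak in both libraries. Only exact copies were counted, so copies with up to 2 mismatches, which the alignment would also have treated as repeated, are not included.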

We used Bowtie [6] in order to align just the uniquely mappable reads (2 mismatches max.) onto the mm_9 genome. Because of the low quality of the bases at the 3' end of the reads, we trimmed them at different lengths in order to obtain the highest number of mappable reads onto the genome. This way, only the first 30bp at the 5' end for the untreated sample and the first 45bp at the 5' end for the LPS treated sample were kept. MACS was run to obtain a list of peaks in both samples normalizing against input DNA (*p*-value 1e-5).

**Using Support Vector Machines (SVMs) to discriminate between promoter-associated and enhancer-associated chromatin signatures.** Our aim was to find a machine-learning approach able to distinguish between two different classes of genomic elements (enhancers and promoters) based on their H3K4me1 and H3K4me3 profiles. We chose to use SVM perf, an optimized linear classifier based on a Support Vector Machine [8]. Given two distinct datasets represented by n-dimensional vectors, an SVM is able to construct a separating hyperplane, which maximizes the margin between the two datasets. This hyperplane may then be used to classify unknown data described by vectors of the same type.

In order to create a training set as unbiased as possible, we selected 556 regions (representative of the enhancers class) corresponding to +/- 2.5kbp surrounding the summit of validated extragenic p300 peaks (Ghisletti et al. in press) and bearing an informative signature; the promoter group was represented by an identical number of regions corresponding to +/- 2.5kbp surrounding the summit of RNA Pol_II peaks associated with mapped TSSs.

In more detail, in the case of the enhancer set we chose only regions showing at least an overlap with a statistically significant peak of H3K4me1 or H3K4me3. For the promoter group, we chose H3K4me3-positive regions overlapping a RefSeq TSS (in mm9 mouse genome alignment). This way, we selected informative regions for both classes.

H3K4me1 and H3K4me3 peaks were identified (using an input DNA from bone marrow macrophages as a reference) using MACS [7]. The *p*-value threshold was set to 1e-5 (--nomodel option on and bw option set to 150).

Furthermore, among all the informative regions we selected a subset of them displaying heterogeneous levels of H3K4me1 and H3K4me3. This way we obtained a training set with the maximal information content possible on the basis of the available data.

The 5kb regions identified through the procedure described above were split in 10bp windows and for each of them the number of overlapping tags from ChIP-seq experiments was computed. Because H3K4me1 and H3K4me3 datasets were sequenced at different levels of depth, the number of tags was linearly scaled in order to make them comparable.

This way, for each one of the 1'122 regions, we got two vectors of 500 elements, one for H3K4me1 and one for H3K4me3, that we combined together in a single vector. These vectors represented the input for the SVM.

We performed the training procedure using a different range of parameters for the SVM perf. To select the best combination of parameters, we evaluate the performance of the SVM using a leave-one-out cross-validation approach. That means that, given a certain training set (in our case 1'112 regions composed by 556 enhancers and 556 promoters), we ran 1'112 runs of cross-validation in which, in turn, 1'111 regions were used to train the SVM and 1 was tested.

We eventually used the default parameters except for --b set to 0, -l set to 2 and -c (the tradeoff parameter) set to 1. This way, the method reached an accuracy ((TP+TN)/(TP+FP+TN+FN)) of 0.97 with a specificity (TP/(TP+FN)) of 0.973 and a sensitivity (TN/(TN+FP)) of 0.968. We considered as true positives (TP) all enhancers that were correctly predicted; false positives (FP) the true enhancers that were incorrectly identified as promoters; true negatives (TN) the correctly predicted promoters; and false negatives (FN) the promoters that were incorrectly classified as enhancers. Once the best parameters were identified, the SVM was trained with all the 1'122 regions. The model obtained this way was then used to distinguish between promoter-like and enhancer-like regions among the 4'588 extragenic Pol_II peaks in our dataset. We initially centered the peaks on their summit and fetched the surrounding 5kb (+/- 2.5kb). We then retrieved the H3K4me1 and H3K4me3 levels - as described above. We finally filtered out the uninformative regions, defined as regions that neither overlaps a significant H3K4me1 or H3K4me3 peak. This way we identified 357 regions whose chromatin signature didn’t allow a prediction. H3K4me1/me3 tag counts were retrieved using custom C++ scripts. SVM perf cross-validation procedure, as well as ad hoc scripts used to tune parameters, were written in Python.

**Chromatin-signature of Pol_II peaks.** The chromatin information fetched for the predictions was ordered from chromosome 1 to chromosome X and was then visualized as a heatmap. Before plotting, a pseudocount of 1 was added to each data points that were then log2-transformed. R was used to perform these operations.

**Filtering and clustering of the predicted Pol_II peaks.** Initially, for each pair of Pol_II peaks within 500 bp from each other that presented opposite predictions but the same Pol_II behaviour (constitutive, inducible, repressed,) we purged the Pol_II peaks with the weakest prediction (see SVM score, **Supp. Table 4**).

Through this procedure, the 3,227 Pol_II peaks with an enhancer prediction were purged to 3,171 (427 constitutive, 848 induced and 1896 repressed) while the 1,004 promoters to 832 (358 constitutive, 359 induced, 215 repressed).

The resulting regions that were within 1kbp from each other were clustered together. As a final step, we filtered the Pol_II clusters against the Ensembl protein-coding dataset (mm_9, downloaded on January 20th, 2009). We considered as protein-coding all the regions annotated as “protein_coding”, “IG_C_gene” or “IG_V_gene” and used this information for filtering (final clusters are listed in **Supp. Table 4**).

The same procedure (except the first purging step) was applied to the dataset of unpredictable peaks.

For all analyses we used the final clusters, with two exceptions. For transcriptional and conservation analyses, in which information at single base-pair resolution was needed, we used the unclustered Pol_II peaks. In order to avoid any bias coming from the potential protein-coding sequences, we filtered the peaks against the Ensembl protein-coding dataset. This procedure resulted in 3105 enhancers-predicted peaks, 885 promoters-predicted and 328 unpredictable regions.

**Analysis of enrichment of CpG islands in the datasets.** Coordinates of annotated CpG islands were retrieved from the mm9 mouse genome release (downloaded from UCSC on July 20th, 2009). We first computed the overlaps between these regions and our clusters of predicted enhancers and promoters. The overlaps we found were then statistically evaluated. For each dataset, we generated (using Python scripts) 1'000 random sets of extragenic regions with the same distribution of lengths. We then overlapped these random sets against the annotated CpG islands and used them to build a distribution. We finally computed a *p*-value for the observed overlaps, defined as the number of random overlaps exceeding the observed overlap on the total number of random sets evaluated.

**External ncRNAs datasets, re-mapping and filtering.** The first dataset we used is based on two datasets generated by the FANTOM consortium [2] and then filtered to eliminate all RNAs overlapping protein coding genes [3]. This led to a set of 3,122 macroRNAs that was re-mapped to mm_9 and further filtered against the current Ensemble protein-coding gene annotations leading to 2,168 independent long ncRNAs. The second dataset contains long non-coding RNA predicted on the base of H3K4me3/H3K36me3 chromatin signatures [1]. The original set consisted of 1'673 domains that were re-mapped to mm_9 and filtered against the current Ensemble protein-coding gene annotations, leading to a final set of 1'408 long ncRNAs.

**Analysis of sequence conservation.** phastCons scores [9] computed among 20 placental mammals were fetched from the mm9 mouse genome release. We retrieved scores at a single base pair resolution for all the 5kb regions surrounding the summit of extragenic Pol_II peaks identified in this study after the initial step of purging but before clustering. We considered each class (promoter-type, enhancer-type and uninformative regions) separately.

We also generated a dataset of 4,318 random extragenic regions of identical length (5kb). We then retrieved the corresponding phastCons scores at base pair resolution. For each class and for the random set, we then computed the mean of the phastCons scores for each position of the 5kb window and plotted the result obtained. At the same time, a t-test was performed for each base pair in the 5kb range, comparing the distributions of phastCons scores in each class with those of the random set. PhastCons scores were retrieved using custom C++ scripts. Statistical analyses and plots were generated with R.

**Analysis of TFBS enrichment in datasets.** TFBS over-representation in each dataset (inducible, repressed and constitutive enhancers or promoters) was evaluated using CLOVER [10]. Given a set of PWMs describing known transcription factor DNA binding sites, and coherent background sets of sequences, CLOVER assesses which PWMs are significantly over- and under-represented in a set of input sequences. CLOVER was run with a *p*-value threshold of 0.01 and with the verbose option on (with the other parameters set to default). Using the verbose option, CLOVER prints, besides the usual output (a list of over- and under- represented motifs), the single raw score contributions for each input sequences. For each experimental sequence and a statistically significant PWM identified in it, a score representing the likelihood that the sequence contains one or more binding sites corresponding to the PWM is returned. We used these scores to build a matrix and a heatmap. Two background sets were obtained from the mm9 mouse genome: the first one consisted of the entire chromosome 19, while the second one was composed of the 5 kb upstream of the TSSs of all the annotated RefSeq. We considered only the PWMs that CLOVER reported significant (with a *p*-value lower than 0.01) for both the background sets. As PWMs dataset, we used 130 PWMs from the last release of the JASPAR database [11] and 208 experimentally determined PWMs from Bulyk and coworkers (2 PWMs for each of the 104 TF tested) [4]. The final heatmap was drawn using R starting from the data parsed from the CLOVER output.

**CAGE tags analyses.** Mouse CAGE tags clusters details (PMID: 19374775) were downloaded from the Fantom4 website (<http://fantom.gsc.riken.jp/4/download/Tables/mouse/CAGE/promoters/tag_clusters/>). Clusters with coming from all the available tissues were pooled together resulting in 2'651'762 clusters.

Considering each one of our regions, the median of the distances between the CAGE tags clusters overlapping it represents a measure of the spread of the CAGE tags clusters onto it. This information was calculated for each region using C++ scripts and then the distribution of the medians was box-plotted separately for enhancers-like and promoters-like clusters.

**RNA sequencing.** Sequence reads coming from four independent Illumina Genome Analyzer II lanes were pooled together and mapped to the mouse mm9 genome using TopHat [12]. All reads that mapped uniquely to the genome (-g 1 options on the TopHat command line) with two or fewer mismatches were kept. Two out of four lanes were sequenced up to 76bp while the remaining two up to 55bp. For this reason we trimmed all the reads to 55bp. TopHat is able to find de novo splice junction and to use a table of annotated splice junctions at the same time. We provided TopHat with a table of known splice junctions derived from Ensembl

(<ftp://ftp.ensembl.org/pub/current_gtf/mus_musculus/>).

Transcripts discovery and quantification was performed using Cufflinks 0.8.0 (<http://cufflinks.cbcb.umd.edu/>). The RNA repeats track for the mm9 mouse genome was donwloaded from the UCSC genome browser (on January 20th, 2009) and used to filter out rRNA, scRNA, snRNA, srpRNA and tRNA overlapping out extragenic Pol_II sites.

**Chromosome conformation capture (3C) assay.**

Bone marrow-derived primary macrophages (5x106), untreated or stimulated with LPS and IFN, were fixed in 3 ml of medium with 1.5% formaldehyde for 10 min at room temperature. The reaction was quenched by the addition of Tris-HCl pH 7.6 to a final concentration of 125mM and cells were then washed with three times PBS 1X. Cells were pelleted and resuspended in 6 ml of 4°C cold cell lysis buffer (10mM Tris pH 8.0, 10 mM NaCl, 0.2% NP-40 and protease inhibitors) and incubated on ice for 30 min (with shaking using a small magnetic stirrer). Nuclei were then centrifuged at 1500 rpm and resuspended in 250 l of 1.2X standard Hind III buffer (60 mM NaCl, 12 mM Tris pH 7.9, 1.2 mM DTT). 20% SDS was added to a final concentration of 0.3% and nuclei were incubated in a thermo-mixer at 37°C for 1h to extract non-crosslinked proteins from the DNA. 20% Triton X-100 was then added to a final concentration of 1.8% and the nuclei were incubated at 37°C for 1h to sequester SDS and allow subsequent digestion. Aliquots of nuclei corresponding to 106 cells were digested with 200U of concentrated Hind III (New England Biolabs); the digestion was performed at 37°C overnight. The enzyme was inactivated by the addition of 20%SDS to a final concentration of 1.3% and incubation at 65°C for 20 min. One reaction was saved in order to check the digestion efficiency by QPCR using non-crosslinked non-digested genomic DNA as reference; each of the other reactions was splitted in 7 aliquots and each aliquot was made up to 800 l with ligation buffer (30 mM Tris pH 8.0, 10 mM MgCl2, 10 mM DTT, 1mM ATP) containing 1% Triton X-100. 500U of NEB T4 DNA ligase were added and the ligation was incubated at 16°C for 5h and then at room temperature for additional 30 min. The samples, both ligated and not ligated, were treated with Proteinase K to a final concentration of 100 g/ml and incubated at 65°C overnight to reverse the formaldehyde crosslinks. The following day, the DNA was purified by phenol extraction and ethanol precipitation using glycogen as carrier. The aliquots were pooled and the samples dissolved in 400 l (total) of TE 1X. 5l of this preparation were used for PCR amplification (35 cycles) and PCR products were run on a 2% agarose gel.

The reference library was generated by PCR amplification of non-crosslinked genomic DNA using primers designed around the Hind III sites of interest. The PCR fragments were then purified and quantified. 30 ng of each fragment were digested with Hind III at 37°C for 2h; the reaction was inactivated by incubation at 70°C for 10 min. The ligation was performed by incubating 1/10 of each Hind III-digested PCR product and 2 g of Hind III-digested genomic DNA with 2000U of T4 DNA ligase in 100 l total at 16°C overnight. 2l of this ligation were used for PCR amplification using the primers indicated in **Suppl. Table 7** and PCR products (Input) were run on a 2% agarose gel.

**Supplementary references**

1. Guttman M, Amit I, Garber M, French C, Lin MF, et al. (2009) Chromatin signature reveals over a thousand highly conserved large non-coding RNAs in mammals. Nature 458: 223-227.

2. Carninci P, Kasukawa T, Katayama S, Gough J, Frith MC, et al. (2005) The transcriptional landscape of the mammalian genome. Science 309: 1559-1563.

3. Ponjavic J, Ponting CP, Lunter G (2007) Functionality or transcriptional noise? Evidence for selection within long noncoding RNAs. Genome Res 17: 556-565.

4. Badis G, Berger MF, Philippakis AA, Talukder S, Gehrke AR, et al. (2009) Diversity and Complexity in DNA Recognition by Transcription Factors. Science 324: 1720-1723.

5. De Santa F, Narang, V., Yap, ZH., Khoramian Tusi, B., Burgold, T., Austenaa, L., Bucci, L., Caganova, M., Notarbartolo, S., Casola, S., Testa, G., Sung, WK., Wei, CL., Natoli, G. (2009) Jmjd3 contributes to the control of gene expression in LPS-activated macrophages. EMBO J 28: 3341-3352.

6. Langmead B, Trapnell C, Pop M, Salzberg SL (2009) Ultrafast and memory-efficient alignment of short DNA sequences to the human genome. Genome Biol 10: R25.

7. Zhang Y, Liu T, Meyer CA, Eeckhoute J, Johnson DS, et al. (2008) Model-based analysis of ChIP-Seq (MACS). Genome Biol 9: R137.

8. Joachims T (2005) A Support Vector Method for Multivariate Performance Measures. Proceedings of the International Conference on Machine Learning (ICML).

9. Siepel A, Bejerano G, Pedersen JS, Hinrichs AS, Hou M, et al. (2005) Evolutionarily conserved elements in vertebrate, insect, worm, and yeast genomes. Genome Research 15: 1034-1050.

10. Frith MC, Fu Y, Yu L, Chen JF, Hansen U, et al. (2004) Detection of functional DNA motifs via statistical over-representation. Nucleic Acids Res 32: 1372-1381.

11. Sandelin A, Alkema W, Engstrom P, Wasserman WW, Lenhard B (2004) JASPAR: an open-access database for eukaryotic transcription factor binding profiles. Nucleic Acids Res 32: D91-94.

12. Trapnell C, Pachter L, Salzberg SL (2009) TopHat: discovering splice junctions with RNA-Seq. Bioinformatics 25: 1105-1111.

How the deposited data were processed for this re-analysis (not part of the article)

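Ser5-phosphorylated Pol_II ChIP-Seq and input DNA of bone marrow-derived mouse macrophages were re-analysed from the aligned tags and the peak lists that the authors deposited. The 3 libraries were Ser5 from untreated cells, Ser5 from cells treated with 10 ng/ml LPS for 2 h, and input DNA from untreated cells, and each was mapped to its condition from the sample labels and the paper. The sample labels give LPS alone for the stimulated library, as do the text, Table S6 and Text S1, whereas Fig. 1B names LPS with γIFN.

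As Text S1 describes, the authors trimmed the 76-base reads at their 3′ end, aligned them to mm9 with Bowtie, keeping unique matches with at most 2 mismatches, and ran MACS on each Ser5 library against the input at a p-value threshold of 1e-05. The text names no versions of these tools and no settings for the input library by itself. The deposited tag files give the position and strand of each aligned tag, with duplicate tags kept. In the deposited peak lists the score of each peak is minus 10*log10 p, with p the MACS p-value of the authors' run, and it was used only to select peaks within a list. Peaks were called per library and were not pooled.

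Tags on chromosomes 1 to 19 and X were used, 7616771 for untreated Ser5, 6249819 for Ser5 after LPS and 7533308 for the input. Each tag was counted by its 5′ end and expressed as TPM, here tags relative to all tags of the library on those chromosomes, and for densities divided by the length of the region in kb. With 1 library per condition there is no estimate of the spread between replicates, so no test was made, no samples were paired or averaged, and differences were described by a fixed rule of size (at least 2 times higher or lower, in clusters with at least 10 tags over both Ser5 libraries). Intervals are 95% intervals. Those for tags cover counting error alone: exact Poisson intervals for tag counts and exact intervals conditional on the sum for ratios of counts. Wilson intervals for shares and order-statistic intervals for medians treat the clusters or peaks as independent draws. They include no error of peak calling and ignore that both libraries were scored on the same clusters. For a count of 0 tags a floor of 3 tags was set, which lies below the upper limit of the exact interval. For the rule of size, 0 tags were set to 0.5.

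Regions came from the supplementary tables, which give mm9 coordinates. The constitutive and induced enhancers are the 416 and 832 peaks of Table S8 (the paper counts 427 and 848 after its filtering), merged when within 1000 bp into 381 and 577 clusters. The promoter-type group holds the 388 constitutive and 432 induced peaks of Table S1 that are neither enhancers in Table S8 nor unpredictable in Table S4. The unpredictable regions of Table S4, for which the paper's classifier gave no prediction, and the 100 RT-PCR regions of Table S7 were used as listed, the former after merging. Of the repressed classes 1999 of 2211 peaks of Table S1 and 458 of 1857 enhancer peaks of Table S8 could be read, so no share or distance was computed for them. A region counts as holding a Ser5 peak when a deposited peak overlaps it by at least 1 bp. Each set was compared with 1000 sets of the same regions moved at random by 20 to 200 kb on their own chromosome. Distances run from midpoint to midpoint, since the text does not say from which points they were taken.

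Gene positions come from GENCODE M1 on the same assembly, and the primers of Tables S7 and S9 were placed by exact matches to its sequence. Sequences of 30 bases, the length of the LPS tags, were counted over the 211 sequences of that assembly on both strands to find repeated sequence. The loci named are those the paper names at its Ser5 results, those of Figure S1A, Figure 2C and Table S10, and the 3 enhancer clusters with the largest and the 3 with the smallest ratio of LPS to untreated among clusters with at least 50 tags over both libraries. Other loci are said to have been chosen after their values were seen.

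These measures, the rule for named loci and the alternatives were fixed before the data were examined. The alternatives were peaks with p of at most 1e-10 (a score of at least 100), other definitions of overlap and distance, unmerged peaks, regions placed at random, 1 tag per position and strand, tags moved 75 bp downstream, and scaling to the tags outside the peaks of both libraries, and the tag alternatives were extended later to the promoter-type and unpredictable classes, to clusters without a Ser5 peak, to the comparison of the upstream Ccl5 clusters with input and to the other single loci. The computations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and numba 0.67.0, and the figures matplotlib 3.10.9. The overlap, distance and interval functions were tested on simulated data. Overlaps, covered shares and midpoint distances equalled a direct computation in all 2000 simulated cases each, and the intervals held the true value in between 94.3% and 97.4% of 2000 cases. Copy numbers of all 371 simulated sequences of 30 bases equalled a direct count.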

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

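All tests named in this part for Neat1 and for the single input-rich cluster, and the separate test of the induced class in untreated cells, were chosen only after the result was seen. So were the other ways of counting and scaling tags for the unpredictable class and Neat1, and so was the restriction of the matching below to peaks of the same class, which replaced a first version that drew on an incomplete list.

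The paper leaves the extragenic Pol_II peaks without a chromatin-based prediction out of its Ser5 comparison. Its filtering against coding genes was not repeated here, so there are more clusters of them than the paper counts. They stand out because a Ser5 peak was found at 42 of their 248 merged clusters in untreated cells, or 16.9% (Wilson interval 12.8 to 22.1), and at 46, or 18.5% (14.2 to 23.9), after LPS, above the highest shares of 10.1% and 11.3% over 1000 sets of moved clusters. At least one library had a peak at 68 of them (27.4%). These shares are well below those of the enhancer clusters. With peaks at p of at most 1e-10 they were 10.1% and 10.5%.

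Weaker total Pol_II at these regions is one technical explanation for the lower share. In the induced class their median total Pol_II score was 93.5, against 108 for enhancer peaks. In the constitutive class it was not lower, at 88.25 against 85.3, so there the matching changed mainly the length. Enhancer peaks of the same class were drawn 1000 times to have the same total Pol_II score and length. Among induced peaks after LPS, 16.5% of 218 unpredictable peaks (12.2 to 22.0) held a Ser5 peak and the lowest share over the draws was 23.4%. Among constitutive peaks the shares were 36.3% of 91 (27.1 to 46.5) in untreated cells, against 51.6% to 78.0% over the draws, and 23.1% (15.6 to 32.7) after LPS, against 36.3% to 67.0%. As far as the score measures total Pol_II, these values argue against weaker total Pol_II as the whole cause. For induced peaks in untreated cells the share was 4.13% (2.19 to 7.66) and the draws went from 4.13% to 15.1%, so there the explanation cannot be told apart from a difference in kind, because only 9 peaks of 218 held a Ser5 peak. Another 48 unpredictable peaks belong to neither class and were not matched.

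Over-representation of these regions in the DNA is the other technical explanation tested. The median input density was 0.559 TPM per kb (0.460 to 0.622) over the unpredictable clusters, lower than 1.19 over constitutive and 1.13 over induced enhancer clusters, which argues against it. A single cluster departs from this, on chromosome 2 from 98506358 to 98507530, in an exon of Gm10800, chosen after its values were seen. It holds 4803 of the 5674 input tags of the class (84.6%), with 4722 untreated and 533 LPS Ser5 tags, and no Ser5 peak. Only 37.8% of its sequences of 30 bases occur once in the genome, in line with repeated sequence as the source of its tags. It decides the summed values of the class: the untreated to input ratio is 1.46 with it and 4.12 without it, and the LPS to untreated ratio is 0.798 with it and 1.66 without it. With 1 tag per position and strand the ratio of the whole class, this cluster included, is 1.49. Without it the LPS to input ratio is 6.83 (6.35 to 7.35). Induced enhancers have 2.73 in untreated cells and 5.80 after LPS, and constitutive ones 6.00 and 5.47. Only without that cluster are the summed Ser5 tags of the unpredictable class, relative to input, not fewer than those of induced enhancers. With it the class has 1.46 in untreated cells and 1.16 after LPS. The sums do not show how evenly tags are spread. At least 10 Ser5 tags were found at 97 of the 248 unpredictable and 413 of the 577 induced enhancer clusters. The lower input density leaves open that fewer tags were recovered from these regions in every library, which would also give fewer Ser5 peaks and was not tested. Whether these peaks are a different kind of Pol_II site was not tested either.

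Neat1, a non-coding RNA gene on chromosome 19 from 5824708 to 5845478, was singled out after its values were seen, since the longest Ser5 peak covers it. The paper uses its RNA as a nuclear control and shows the chromatin at its 5′ end in Figure S5. Its Ser5 density was 161 TPM per kb (159 to 163) in untreated cells and 68.4 (67.0 to 69.9) after LPS, against 1.47 in the input. The untreated to input ratio of 109 (96.0 to 125) argues against over-representation of the region in the DNA. With 1 tag per position and strand the ratio was 75.6 (65.5 to 87.8), which argues against copies of a few tags, since it stays above the 5.98 of constitutive enhancers counted in that way. The ratio of LPS to untreated was 0.426 (0.416 to 0.436), and 0.493 with 1 tag per position and strand. With tags scaled to those outside the peaks it was 0.458. No explanation of this decrease was tested, and it rests on 1 library per condition.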

How the results depend on the processing

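The alternatives in this part were listed in advance for peaks, lengths, shares, distances and for the tags at enhancer clusters, at the LPS to untreated comparison of Ccl5 and at the reporter regions. The tag alternatives were applied to the other classes and loci only after the results were seen. Of the values compared as planned, 74 stayed inside the interval of the reported value and 61 moved outside it. Numbers of peaks were judged by a factor of 1.5 in place of an interval. A reversal of direction was looked for only in ratios of tags, and none of the planned ones reversed. Of those added, 97 stayed, 26 moved and 3 reversed. Where values moved or reversed, the cause was not tested unless stated. No paired analysis was possible because each condition has 1 library.

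Restricting Ser5 peaks to p of at most 1e-10 moved 26 values and left 1 inside its interval, and by its construction leaves fewer peaks. It left 26876 untreated and 25044 LPS peaks, of which 63.9% and 66.6% overlapped the other list, with median lengths of 682, 701 and, for both together, 691 bp. In the order untreated and LPS, the shares with a Ser5 peak became 60.1% and 39.9% for constitutive enhancers, 15.8% and 34.8% for induced enhancers, 77.1% and 58.9% for constitutive promoter-type clusters, 40.8% and 48.6% for induced ones, and 10.1% and 10.5% for unpredictable clusters, and the LPS share of RT-PCR regions became 72%. The median distances became 230.5 and 3136.5 bp for constitutive and 13868.5 and 5988.5 bp for induced enhancers, with 58.8%, 38.1%, 13.0% and 30.2% of clusters within 500 bp.

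When a Ser5 peak had to cover at least 50% of a region, which is stricter by construction, all 12 shares fell. In the same order they were 64.8% and 48.6% for constitutive and 15.4% and 37.8% for induced enhancers, 78.9% and 59.8% for constitutive and 40.8% and 51.2% for induced promoter-type clusters, 9.68% and 10.9% for unpredictable clusters, and 58% and 62% for RT-PCR regions. Overlap by at least that part of the shorter peak gave 51.7% and 54.3% of peaks shared between the lists. Allowing a Ser5 peak within 500 bp raised the untreated constitutive enhancer share to 82.7% and left 11 other shares inside their intervals. With unmerged peaks the induced enhancer shares were 21.2% and 48.4%, and 2 others stayed. Placing clusters anywhere on their chromosome lowered the highest random share to 5.77% in both libraries for constitutive and to 5.03% in both for induced enhancers.

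Measured to the nearest edge of a Ser5 peak, the median distance was 0 bp for constitutive enhancers in both libraries and 223.5 bp for induced enhancers after LPS, of which 54.1% were within 500 bp, and 4 other values stayed. Peaks at enhancer clusters had median lengths of 446, 464 and, together, 460 bp.

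Scaling to tags outside the peaks raised every LPS to untreated ratio by a factor of 1.08, a shift of 0.11 on the log2 scale. The summed ratio became 0.981 for constitutive enhancers, not separable from 1, and 2.28 for induced enhancers. The ratios to input rose to 11.4 and 11.2 for constitutive and to 5.20 and 11.9 for induced enhancers, because the many Ser5 tags in peaks leave the denominator, and 15 other values stayed. Counting 1 tag per position and strand changed 1 value and left 20, the changed one being the ratio at the Ccl5 transcript, which became 234, and moving tags by 75 bp left all 21 unchanged within their intervals.

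Among the values added later, that scaling reversed 2. The untreated to input ratio became 1.44 for induced enhancers without a Ser5 peak and 1.07 for the upstream Ccl5 cluster nearest the gene, whose interval then includes 1. Without a Ser5 peak the other ratios to input became 3.605 in untreated cells and 2.96 after LPS for constitutive enhancers and 3.00 after LPS for induced ones. The LPS to untreated ratios became 0.963 for constitutive and 1.48 for induced promoter-type clusters and 0.859 for unpredictable ones, or 1.785 without the input-rich cluster, and the untreated to input ratios 21.5, 14.3, 2.77 and 7.83. Counting 1 tag per position and strand reversed the LPS to untreated ratio of the unpredictable class to 1.49 and moved its untreated to input ratio to 2.69. It moved the constitutive promoter-type ratios to 0.914 and 10.6. Moving tags by 75 bp left all 42. At single loci 12 values moved, 66 stayed and none of them reversed.

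Depth is a limit on the ratios of single regions. The upstream Ccl5 clusters had between 12 and 28 untreated Ser5 tags.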

Differences from the paper's values

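The paper gives a maximum Ser5 peak length of 7341 bp. In the deposited lists the longest peak was 28688 bp, in untreated cells, and 16675 bp was the maximum after LPS. Of the alternatives set before the data were examined, peaks with p of at most 1e-10 also gave 28688 bp and peaks that overlap a constitutive or induced enhancer cluster gave 4081 bp, so none closed the gap. The paper does not say which Ser5 peaks its lengths cover. Lengths of peaks at repressed enhancers or at promoters were not measured separately here, so whether such peaks account for its maximum is not known. The paper's median of 479 bp and minimum of 110 bp were not reproduced exactly either. Both lists together gave 430 and 86 bp. Peaks with p of at most 1e-10 gave 691 and 86 bp, and peaks at those enhancer clusters 460 and 116 bp.

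Text S1 gives the shorter of the kept tag lengths to the untreated sample. In the deposited tags the untreated library has 45 bases and the LPS library 30.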

Other observations

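The tests by thinning, by clusters without repeated sequence, by the share of tags outside the peaks, by scaling to those tags, in sum and cluster by cluster, and by comparing induced genes between the libraries were chosen only after the result was seen. That scaling had first been set up as a test of background, which it does not measure, and the way of judging the count of clusters was changed more than once after its values were seen. The way of judging the RT-PCR correlations was also changed after the values were seen, as stated there.

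Fewer constitutive enhancer clusters held a Ser5 peak after LPS than in untreated cells. The paper classes their total Pol_II as constitutive, with some increases after LPS and γIFN that stay below its threshold. The LPS library has fewer tags. TPM summed over the clusters were 0.912 (0.892 to 0.931) of the untreated value. That sum does not decide on depth, because it depends on the scaling, as given below. The untreated tags were therefore thinned at random to the LPS number 100 times. In every thinning at least 257 clusters passed a Poisson p of 1e-05 against input, against 208 with the LPS tags. This argues against depth as the whole cause. Loss of the shorter LPS tags in exactly repeated sequence is also argued against as the whole cause. Of the 231 clusters in which every sequence of 30 bases occurs once in the genome, 82.3% (76.8 to 86.6) held a Ser5 peak in untreated cells and 62.8% (56.4 to 68.7) after LPS. Sequences repeated with mismatches were not counted and stay open. Tags outside the peaks of both libraries were 46.7% of LPS and 50.2% of untreated tags. That share also depends on tag length and on the tags that peaks take up. It therefore cannot decide whether the LPS library has more background. More LPS tags taken up by other peaks would lower the TPM of these clusters. For the summed tags this cannot be told apart from a change at the enhancers, since scaling to tags outside the peaks gave a ratio of 0.981, whose interval includes 1. Counted cluster by cluster with that scaling, 128 of 354 clusters, or 36.2% (31.3 to 41.3), were higher after LPS. If the scaling removes the effect of tags taken up by other peaks, that explanation alone would leave about 50%. The median ratio of these clusters was 0.820, and 91 of them were at most 0.5 times the untreated value while 36 were at least 2 times. Under that assumption, which was not tested, these values argue against tags taken up by other peaks as the whole cause. A factor common to all clusters that the scaling leaves in place would also lower the share, and it stays open. Variation between libraries is in none of the intervals of this paragraph, since each condition has 1 library, and it stays open for the fall as a whole. No biological explanation was tested.

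Of the 832 induced enhancer peaks, 429 had no Ser5 peak after LPS. Their median total Pol_II score was 84.8, against 146 for the 403 with one and 93.2 to 124 over 10000 random lists of 429 peaks. Peaks without a Ser5 peak thus had lower scores. The score reflects the p-value of a peak, and peak length was not held constant. Whether weaker total Pol_II is part of the cause therefore stays open.

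Because the tag lengths of the Ser5 libraries are the reverse of those in Text S1, an exchange of the libraries was considered. It was tested on 12 genes that the paper shows with induced mRNA or Pol_II, or as part of an inducible gene cluster. All 12 had LPS to untreated ratios above 1 beyond the counting interval, which argues against an exchange. The ratios were 396 at Ccl5, 89.1 at Cxcl10, 32.7 at Il6, 11.4 at Cxcl11, 8.68 at Cxcl9, 6.61 at Cd40 and 6.17 at Nfkbia, and at the genes of Fig. 2C 3.16 at Zcchc2, 3.00 at Ikzf1, 2.30 at Trim25, 2.01 at B3gnt2 and 1.48 (1.31 to 1.68) at Agfg1.

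The RT-PCR regions of Table S7 were compared with Ser5, although the RT-PCR samples themselves were not analysed here. A Ser5 peak overlapped 79 of the 100 regions in untreated cells and 83 after LPS, and 91 in at least one library. It did so at 87 of the 96 regions with a detected transcript and at 4 of the 4 without one. Across regions, which are not independent replicates, the Spearman correlation of Ser5 density with the RNA level of Table S7 was 0.300 in untreated cells, above 99.85% of 10000 shuffles, and 0.163 at 2 h, above 94.2%. Both lie inside the full range of the shuffles, the criterion written first, by which Ser5 density would not follow the RNA level. That range widens with the number of shuffles. The number was raised after the values were seen, and the shares of shuffles below the values differ between the libraries, so whether Ser5 density follows the RNA level cannot be told from these regions. The correlation of the changes was 0.145. Matched to mm9, the primer pairs P874, P2166 and P2518 amplify inside other regions of the table than the ones they are listed for, and P1680 gave no product. Without those 4 pairs the correlations were 0.299 and 0.146.

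Upstream of Cxcl11, windows of 500 bp on each side of the centres of amplicons P-1 and P-2 had LPS to untreated Ser5 ratios of 8.79 (5.01 to 16.7) and 3.19 (2.23 to 4.62). The window around the Art3 TSS held 4 Ser5 tags in untreated cells and 16 after LPS, a ratio of 4.87 (1.57 to 20.0). It had a Ser5 peak after LPS but none in untreated cells. At the 6 regions cloned for the reporter assays of Table S10 the ratios, in the order of the table, were 8.16 near Ccl5, 1.26 near Irf1, 2.16 near Zcchc2, 3.66 near Rnf145, 2.36 in an intron of Art3 and 1.85 near Slfn10-ps. The lowest intervals were 1.04 to 1.52 near Irf1 and 1.07 to 3.29 near Slfn10-ps. With 1 tag per position and strand the ratio near Slfn10-ps was 1.50 (0.815 to 2.77), not separable from 1. Untreated cells had a Ser5 peak at the regions near Irf1 and Zcchc2 and in the Art3 intron, and LPS-treated cells at all 6.

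The share of extragenic Pol_II peaks with a Ser5 peak differed with the total Pol_II score of Table S1, by which the peaks of each class were divided into 4 groups of nearly equal size. In untreated cells it was 50.0% in the lowest group of the 895 constitutive peaks and 97.8% in the highest. After LPS it was 27.2% and 71.2% in the lowest and highest groups of the 1482 induced peaks.

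Of all Ser5 peaks on chromosomes 1 to 19 and X, 10.1% in untreated cells (9.80 to 10.3) and 8.54% after LPS (8.30 to 8.79) lay outside protein-coding genes and the 10 kb downstream of them. Malat1, on chromosome 19 from 5795690 to 5802671 and chosen after its values were seen, had 51.8 Ser5 TPM per kb in untreated cells and 27.0 after LPS, a ratio of 0.522 (0.487 to 0.559).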
